# The transcriptomic signature of fasting murine liver

**DOI:** 10.1186/1471-2164-9-528

**Published:** 2008-11-06

**Authors:** Milka Sokolović, Aleksandar Sokolović, Diederik Wehkamp, Emiel Ver Loren van Themaat, Dirk R de Waart, Lisa A Gilhuijs-Pederson, Yuri Nikolsky, Antoine HC van Kampen, Theodorus BM Hakvoort, Wouter H Lamers

## Abstract

**Background:**

The contribution of individual organs to the whole-body adaptive response to fasting has not been established. Hence, gene-expression profiling, pathway, network and gene-set enrichment analysis and immunohistochemistry were carried out on mouse liver after 0, 12, 24 and 72 hours of fasting.

**Results:**

Liver wet weight had declined ~44, ~5, ~11 and ~10% per day after 12, 24, 48 and 72 hours of fasting, respectively. Liver structure and metabolic zonation were preserved. Supervised hierarchical clustering showed separation between the fed, 12–24 h-fasted and 72 h-fasted conditions. Expression profiling and pathway analysis revealed that genes involved in amino-acid, lipid, carbohydrate and energy metabolism responded most significantly to fasting, that the response peaked at 24 hours, and had largely abated by 72 hours. The strong induction of the urea cycle, in combination with increased expression of enzymes of the tricarboxylic-acid cycle and oxidative phosphorylation, indicated a strong stimulation of amino-acid oxidation peaking at 24 hours. At this time point, fatty-acid oxidation and ketone-body formation were also induced. The induction of genes involved in the unfolded-protein response underscored the cell stress due to enhanced energy metabolism. The continuous high expression of enzymes of the urea cycle, malate-aspartate shuttle, and the gluconeogenic enzyme Pepck and the re-appearance of glycogen in the pericentral hepatocytes indicate that amino-acid oxidation yields to glucose and glycogen synthesis during prolonged fasting.

**Conclusion:**

The changes in liver gene expression during fasting indicate that, in the mouse, energy production predominates during early fasting and that glucose production and glycogen synthesis become predominant during prolonged fasting.

## Background

Abstinence or absence of food requires the body to recruit metabolites from pre-existing stores. Based on the rate of weight loss, nitrogen excretion, concentration of plasma metabolites and resting metabolic rate, the body is thought to pass through three successive adaptive phases during fasting [1] that have been associated with the primary fuel that is putatively available to the tissues (e.g [2-5]). During the brief postabsorptive period, the rate of weight loss is relatively high (~24% per day in mice [6], ~10% per day in rats [7,8], and ~2% in humans [9]). The decreasing insulin levels induce glycogenolysis (primarily muscle and liver) and lipolysis [10,11] to support circulating glucose, triglyceride and cholesterol levels [8]. During the subsequent "coping" phase, the loss of body mass is slower (~7% per day in mice, ~6% per day in rats [7], and ~1% in humans [12]). This state, which can be maintained for several weeks in humans [13,14], for almost a week in rats [7], and for 2–3 days in mice [6], is thought to depend, at least in humans, on lipids as the main fuel source. However, amino-acid oxidation and, hence, protein catabolism remains necessary for continuous anaplerosis of the TCA cycle [14]. It is widely accepted that muscle is a main source of amino acids from protein catabolism, that protein catabolism is maintained by an increased in the circulating levels of glucocorticosteroids, and that glutamine and alanine are the main carriers of this energy source [15,16] to the intestine, liver and kidney [2,5,7,17-19]. As a result, total splanchnic glucose production amounts to approximately 80 grams daily in humans after several weeks of starvation [13]. Despite this enhanced glucose production, but reflecting the enhanced fatty-acid oxidation and ketone-body synthesis in muscle and splanchnic region [5,20], the brain gradually switches to ketone-body oxidation after several weeks of starvation [21,13]. During the preterminal phase, finally, the rate of loss of body weight may increase again (~9% in rats [7]). Because the fat stores are depleted, proteolysis remains the sole, nonsustainable source of fuel.

The maintenance of the fuel supply during fasting requires an extensive exchange of metabolites from organs that break down the stores of fats or proteins to organs that consume these metabolites. This exchange mainly occurs as glucose, lactate, amino acids, triglycerides and ketone bodies. The question that arises from these global findings concerns the contribution of individual organs to the whole-body adaptive response to fasting. Our previous study of the effects of fasting on the small intestine [6] suggested, in comparison with that of liver [22] and muscle [23,24], an organ-specific response to fasting. Our study [6] included both shorter and longer periods of fasting than earlier published studies [22-24]. The aim of the current study was, therefore, to determine the characteristics of gene-expression profile of mouse liver between 0 and 72 hours of fasting, using a genome-wide transcriptomics approach. Our findings show that the adaptive response of the liver peaks around 24 hours after food withdrawal and, unexpectedly, declines thereafter. The major components of the response were fatty-acid β-oxidation and ketone-body synthesis, and oxidative and energy metabolism during the first 24 hours of fasting, and glycogen synthesis and the urea cycle throughout the entire fasting period.

## Results

### Effects of food withdrawal on liver structure

During the first 12 hours of fasting, mice lost ~12% of their body weight (that is, 24% if expressed on a per-day basis). Thereafter, weight loss remained steady at a rate of ~7% per day, so that mice had lost ~30% of their initial weight after 72 hours of fasting (Figure 1A). Note that we expressed daily differences in the rate of weight loss on a per-day basis to define a common denominator for the 12 h- and 24 h-fasted animals. Liver wet weight declined more than body weight (Figure 1A), especially during the first 12 hours of fasting, and amounted to ~44, ~5, ~11 and ~10% per day after 12, 24, 48 and 72 hours of fasting, respectively. After 72 hours, the liver had, therefore, lost almost 50% of its initial weight. The basic architecture of the liver lobules (Figure 1B, HA) and the zonation of gene expression as studied by the expression of glutamine synthetase and carbamoylphosphate synthetase (Figure 1B, GS and CPS) remained unaffected. Staining for the appearance of active-caspase 3 revealed no changes in the number of apoptotic cells upon fasting, not even after 72 hours (data not shown). 

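A hand-written list of apoptosis genes matched 38 probes of the arrays. Liver RNA of fasted and of fed mice was compared through log2 ratios to a common reference, with 3 arrays per group, each from the pooled RNA of 2 livers. With limma, 0 of these probes reached an adjusted p of 0.05 together with a 1.4-fold change at 12, 24 or 72 hours of fasting. The smallest adjusted p among them was 0.956 at 12 hours and 1.00 at 24 and 72 hours. At an unadjusted p under 0.05, the number of changed probes was 1, 0 and 1, respectively. With an unadjusted p under 0.01 in limma and a 1.4-fold change, the cut-offs that the paper uses, it was 0, 0 and 1. Of the 38 probes, 1 is in the lists of Additional file 2. Few probes of any kind passed the adjusted threshold, so that 0 calls are weak evidence of no change. Whatever their p, 4, 3 and 5 of the 38 differed by at least 1.4-fold, and the log2 fold changes lay between -0.53 and 0.92, between -0.54 and 0.75, and between -0.58 and 1.55. Levels were higher than in fed mice for 18, 21 and 14 probes. Tested as a group with limma's camera, their mean log2 fold change was 0.0028, 0.029 and 0.0056 (adjusted p = 0.869, 0.739 and 0.563). The median was -0.079, 0.023 and -0.067, and camera, which reads moderated t-statistics, gave a downward direction at 12 and 72 hours.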

In agreement, the apoptotic genes that were represented on the microarrays showed no significant change in expression in fasted compared to fed mice. Since there was no reduction in the number of liver cells during fasting, we took two approaches to estimate the decrease in average cell size. The summation of 50 hepatocyte diameters in three 72 hours fasted and three control animals, amounted to 25% reduction in cell diameter. Based on the liver wet weight, the average cell diameter decreased 20% in the fasted animals.

**Figure 1:**
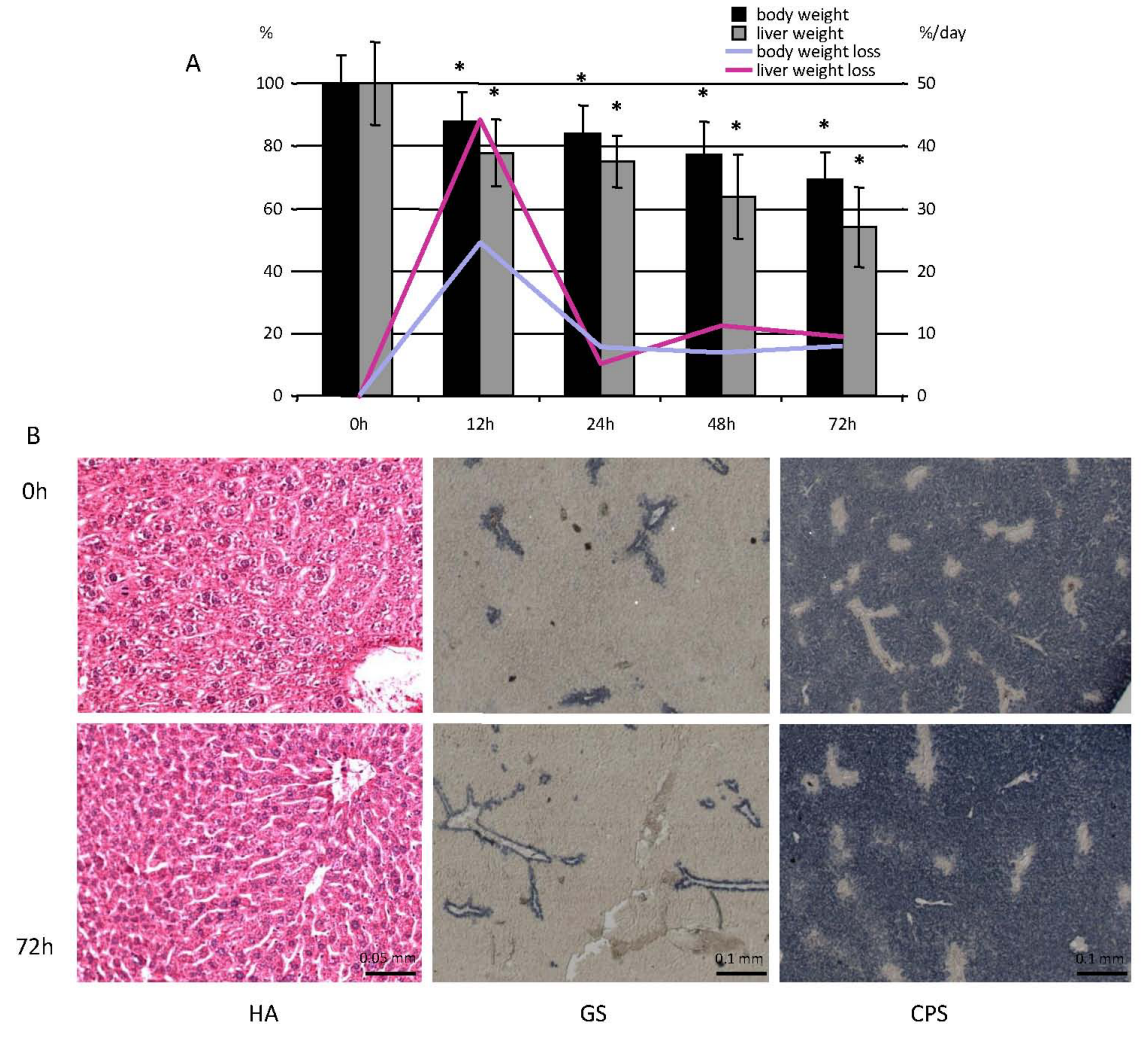
**Macro- and microscopic analysis of the fasting liver**. A) Change in whole-body and liver weight during fasting as percentage of fed weight (n ≥ 8). Asterisks label significant changes (P < 0.01). The blue and pink lines represent the daily percentual change in body and liver weight, respectively, with the percent weight loss per day shown on the secondary y-axis. B) Histology of fed and 72 hour-starved livers (upper and lower panel, respectively). The sections were stained with hematoxylin and azophloxin (HA), and for the presence of glutamine synthetase (GS; pericentral expression) and carbamoylphosphate synthetase (CPS; periportal expression). The figures show that lobular architecture and metabolic zonation are unaffected by fasting. Bars: 0.1 mm.

### Effects of fasting on metabolism

Ammonia levels had increased 2.0-, 3.7- and 5.2-fold after 24, 48 and 72 hours of fasting, respectively (P < 0.005; Figure 2A). Glucose and lactate concentrations remained stable until 48 h of fasting, but decreased 34 and 43%, respectively (P < 0.05 and 0.005, respectively, Figure 2A) in the next 24 hours. The plasma concentration of many amino acids changed at some time point of fasting, but only the changes in the concentration of taurine showed a trend with time (Figure 2B and Supplementary Table 1, Additional file 1). Accumulation of taurine helps protect cells from hypertonicity [25], as may occur during shrinkage of fasting hepatocytes.

**Figure 2:**
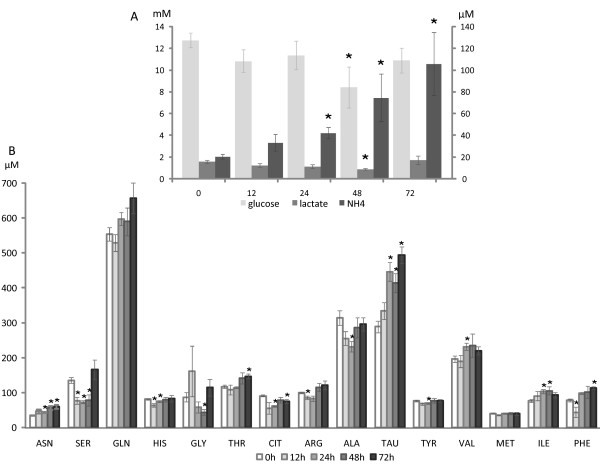
**Changes in plasma metabolite concentrations during fasting**. A) Glucose and lactate (mM, primary Y-axis), and ammonia concentrations (μM, secondary Y-axis) after 0, 12, 24, 48 and 72 hours of fasting. B) Adaptive changes in concentrations of a selection of amino acids during fasting (those without significant change between any two time points were left out). For all the metabolites measured: 8 < n < 12; bars represent SEM and the asterisks identify significant changes (P < 0.05) in comparison to the fed condition.

**Table 1:** Top 10 canonical pathways influenced by fasting

**pathway**	**pathway group**	**p- value**	**genes**
**glycolysis and gluconeogenesis**	metabolic maps/carbohydrate metabolism	2.32e-07	9/36
**urea cycle**	metabolic maps/amino-acid metabolism	2.61e-07	8/27
**PPARα regulation of lipid metabolism**	regulation of metabolism/regulation of lipid metabolism	3.57e-07	8/28
**peroxisomal straight-chain fatty-acid β-oxidation**	metabolic maps/lipid metabolism	2.51e-06	5/10
**mitochondrial long-chain fatty- acid β-oxidation**	metabolic maps/lipid metabolism	2.74e-06	6/17
**metabolism of sulphur-containing amino acids**	metabolic maps/amino-acid metabolism	4.02e-06	6/18
**peroxisomal branched-chain fatty- acid oxidation**	metabolic maps/lipid metabolism	8.04e-06	6/20
**taurine metabolism**	metabolic maps/amino-acid metabolism	1.96e-05	6/23
**mitochondrial unsaturated fatty- acid β-oxidation**	metabolic maps/lipid metabolism	2.69e-05	5/15
**TCA**	metabolic maps/amino-acid metabolism	1.25e-04	4/20

Canonical pathways represent a set of about 500 signalling and metabolic maps in the MetaCore suit. All maps are drawn from scratch by GeneGo annotators and manually curated.

### Global gene-expression profile in the liver

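Liver RNA was measured on 12 Agilent mouse oligonucleotide arrays, 3 each for fed mice and for mice fasted for 12, 24 and 72 hours. Each array carried the pooled RNA of 2 livers labelled with Cy3 and, labelled with Cy5, a common reference of 6 fed livers, without exchange of the dyes. The authors subtracted the background from the median spot signals, normalized them by the quantile method and tested them by a Split-Factor ANOVA, whose output is not among the deposited files. The deposited scanner files hold median pixel brightness of each spot and of its local background, without normalization. From these, signals were background-corrected by limma's normexp method with an offset of 50, quantile-normalized over the 24 channels and expressed as log2 of sample over reference. After control spots had been left out, 20280 probes remained, of which those well above background in the sample channel on every array of at least 1 group were tested. Spots that the scanner software marked as outliers were treated as missing, so that some groups had fewer than 3 values. Each fasted group was compared with the fed group in limma, with 1 estimate of the spread per probe shared by all 4 groups. A probe counted as up- or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.4-fold. The number of arrays limits the precision. When artificial changes were added to simulated arrays with the spread of these, 20, 40, 44 and 50 of 50 probes were recovered at true changes of 2-, 4-, 8- and 16-fold, with 10 false calls among all probes. The simulated noise was independent and equal across arrays, whereas the real groups differed in spread and 2 arrays deviated together (r = 0.67). Recovery on the real arrays can be lower. Got1, 16.7-fold higher at 72 hours, had an adjusted p of 0.740 in limma. The median sample signal over background lay between 7.47 and 10.2 on the fed arrays and between 9.52 and 10.8 at 72 hours. It was lowest on replicate 2 of 12 hours (4.65) and replicate 3 of 24 hours (3.46), called the low-signal arrays here. An additional fit without both of them was chosen after the data had been seen. The array images were quantified on 3 days. Both low-signal arrays shared their day with replicate 1 of the fed group, all 72-hour arrays shared theirs with the other fed arrays, and the remaining 12- and 24-hour arrays had a day without any fed array.

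**Figure D1:**
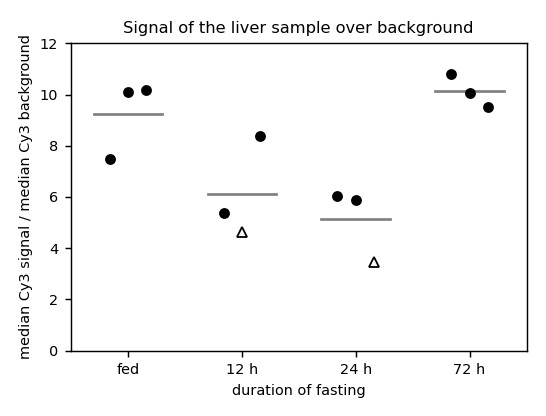
Median sample-channel signal over local background (ratio of medians) for the 12 arrays by fasting time in hours. Each point is 1 array and open triangles are the low-signal arrays, which lie at 4.65 and 3.46.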

To gain a comprehensive overview of the physiological response of the liver to fasting, whole-genome measurements were made. 

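With limma, 1 of 20110 probes passed the threshold at 12 hours, 1 of 20110 at 24 hours and 2 of 20081 at 72 hours, each of them upregulated. They were metallothionein 1 (Mt1) at every time point and metallothionein 2 (Mt2, feature 2910, chosen after its values had been seen) at 72 hours, with a 13.9-fold increase (adjusted p = 0.0309). At 72 hours, Mt2 did not pass when any of the fed arrays or replicate 3 of 12 hours was left out. The same held for replicate 2 of 24 hours and replicates 1 and 2 of 72 hours, each left out in turn. Nor did Mt2 pass at 72 hours with loess, the scanner software's log ratio or the sample channel alone. With loess it passed at 12 hours (13.4-fold, adjusted p = 0.0199 in limma) and 24 hours (11.4-fold, adjusted p = 0.0371). At an unadjusted p under 0.05, 788, 612 and 311 probes differed from the fed group, which is 3.92%, 3.04% and 1.55% of those tested. These shares are below what chance alone gives at that p. The fit shares 1 spread per probe between groups whose median SD ran from 0.12 at 72 hours to 0.40 at 12 hours. A high adjusted p is therefore not evidence of an unchanged level. An unadjusted p under 0.01 together with a 1.4-fold change was met by 132 probes at 12 hours (76 up, 56 down), 129 at 24 hours (83 up, 46 down) and 86 at 72 hours (63 up, 23 down). A consensus of a test of sample against reference within the fasted arrays and a test across arrays, approximating the authors' procedure, gave 97, 87 and 63 probes. The quantification day as a block gave 4461, 2262 and 4 probes, where 12 and 24 hours are linked to the fed group only by the 3 arrays of a single day. Weighting each array by its quality gave 1916, 2113 and 826 probes. When both low-signal arrays were left out, 538, 1895 and 166 probes passed. Among 72 genes reported here for which the paper states a change or no change, 1, 1 and 1 passed over all probes tested, and 2, 2 and 3 when adjusted over the list alone. The study chose that list on these samples, so the second count is not independent evidence. For these genes other than Mt1, Got1 and Apoa4, the adjusted p was at least 0.956 at 12 hours and 1.00 at 24 and 72 hours. Of 96 increases or decreases stated for them, 89 had the stated direction in limma, 54 reached 1.4-fold and 3 passed the threshold. With array weights 72 of them passed, without both low-signal arrays 49, and with the quantification day as a block 32 had the stated direction.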

Compared to the fed group, 201, 504 and 119 transcripts, including expressed sequence tags and RIKEN sequences, met our boundary condition for significance (≥ 1.4-fold change with P < 0.01) after 12, 24, and 72 hours of fasting, respectively (Figure 3A; for a complete list of more than 1.4-fold up- or downregulated genes, see Additional file 2). The dendrogram generated by supervised hierarchical clustering (Figure 3B) shows a clear separation between fed and fasted conditions. 

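The 500 probes with the smallest p for all fasted against fed arrays were clustered by complete linkage on 1 minus Pearson's correlation of the log ratios. Of the 9 fasted arrays, 0 fell into the smallest branch that held all fed arrays. As these probes were chosen to differ, the same was done for 100 drawn splits of 3 arrays against 9, and in 15 of them the 3 arrays formed a branch of their own. With all probes that passed the filter, that branch took in all 9 fasted arrays. The first principal component of 11150 probes measured on every array held 65.8% of the variance, and the second 13.6%. On the first, the low-signal arrays lay at 103 and 46.7 and the fed arrays from -5.83 to 3.63. The other fasted arrays lay from -26.3 to -5.69, so that this component mainly set the low-signal arrays apart. In the fit that compared all fasted with fed arrays, 2 of 20081 probes passed the threshold.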

Among the arrays coming from fasted animals, those from 72 hours stand out, while the branches of the two earlier time points are intertwined, indicating that expression profiles are rather similar after 12 and 24 hours of fasting. This is also reflected in the Venn diagrams where the overlap between 12 and 24 hours is larger than the overlap with 72 hours.

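The smallest branch with all 72-hour arrays also held 4 other arrays, replicates 1 and 3 of 12 hours and replicates 1 and 2 of 24 hours. Replicate 2 of 12 hours and replicate 3 of 24 hours, which are the low-signal arrays, joined each other before they joined the other fasted arrays. The 4 arrays of 12 and 24 hours that lay together had been quantified on 1 day, and the lowest correlation between any of them was 0.918 over the 500 probes. Between arrays of a group, the median SD of the log2 ratio was 0.15 for fed mice, 0.40 at 12 hours, 0.31 at 24 hours and 0.12 at 72 hours.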

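At an unadjusted p under 0.01 and 1.4-fold, 59 probes changed in the same direction at 12 and 24 hours, 21 at 12 and 72 hours and 25 at 24 and 72 hours. At the adjusted threshold, Mt1 was the 1 probe shared by each pair. Across probes, which are not independent replicates, the log2 fold changes of these pairs correlated with r = 0.59, 0.16 and 0.44. All comparisons share the fed arrays, which alone makes fold changes correlate. In 100 simulations, unchanged groups were set against a fed group that they shared. Deviations of whole arrays were redrawn with replacement and random sign, the fed ones among the fed and the fasted ones among all fasted arrays. The median r of the pairs was 0.50, 0.27 and 0.24, and 90% of the simulated r for 12 and 24 hours lay between -0.73 and 0.92. The median number of shared probes in these simulations was 1, 1 and 0, but 5% of them gave more than 35.1, 51.6 and 67.7, which the observed number exceeded for 12 and 24 hours and not for the other pairs. The same array, a low-signal one included, could be drawn into several groups, which itself makes fold changes correlate. The simulations therefore cannot decide whether the observed r or shared numbers exceed what shared fed arrays give. With the quantification day as a block, the numbers of shared probes were 2150, 2 and 2 at the adjusted threshold.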

**Figure 3:**
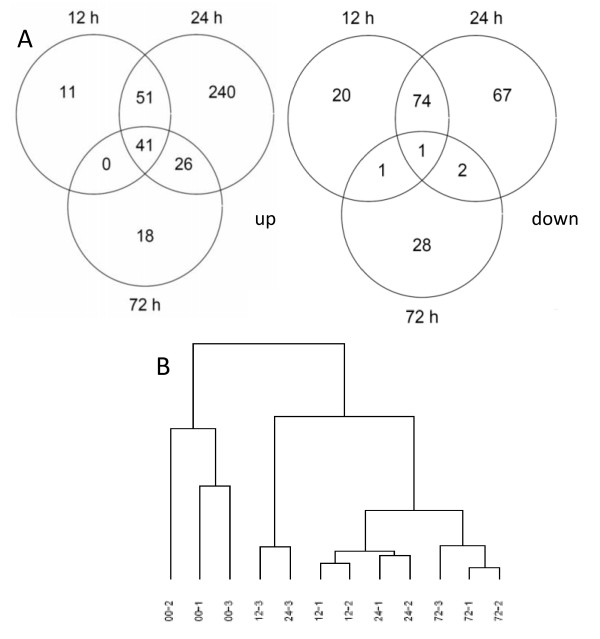
**Number of genes in the liver that are affected by fasting**. A) Number of differentially expressed genes (≥ 1.4-fold change in expression; P < 0.01) at each time point studied. The left-sided Venn diagram shows the number of up-regulated and the right-sided diagram the number of down-regulated genes. Genes that were changed in expression at more than one time point are shown in the overlapping areas. B) Supervised hierarchical cluster based on correlation and complete linkage.

### Global analysis reveals a strong early and an abated late response to fasting

We used GenMAPP and, in particular, MetaCore™ software to deduce the biological processes that change with an increasing duration of fasting from the liver transcriptome data. In MetaCore, the degree of association of the uploaded datasets with predefined metabolic pathways is defined by P-values, with lower P-values being more relevant. The expression of 465 genes that met our thresholds (56%) could be linked to the MetaCore™ suite. Their distribution across time points is shown in Figure 4A. The graphs show the numbers of unique, similar and common genes for all three, and for two initial time points separately, showing that the response to fasting at 24 hours was similar to, but more pronounced than that at 12 hours.

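The difference between 24 and 12 hours was tested directly. With limma, 0 of 20116 probes passed the threshold, 190 differed at an unadjusted p under 0.05, and with array weights 181 passed. In the fit without both low-signal arrays 0 passed. Whatever their p, 2573 probes differed from the fed group by at least 1.4-fold at 12 hours (1343 up, 1230 down) and 1353 at 24 hours (683 up, 670 down). The median SD between arrays was also larger at 12 hours (0.40) than at 24 hours (0.31). Calls against the fed group without both low-signal arrays had the opposite order, with 538 at 12 hours and 1895 at 24 hours.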

**Figure 4:**
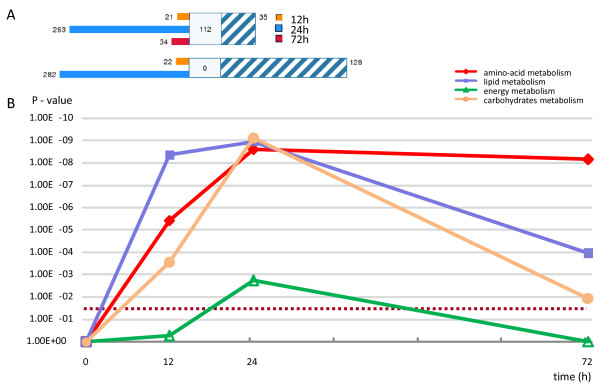
**Adaptive changes in metabolic processes in the liver during fasting as analyzed by MetaCore™ software**. A) The gene content imported to MetaCore™ is aligned between the time points. The parameters for comparison are ≥ 1.4 fold change and P < 0.01, and the annotation allowed for 56% of such genes to be linked. The *unique *genes changed at each of the time points are marked as colored bars (orange, blue and red for 12, 24 and 72 hours, respectively). The set of *common *genes, changed in all three conditions, is shown in blue-white hatching. The middle white box represents the *similar *genes (present in 2 out of 3 data points). The upper panel represents differentially regulated genes in all three time points of fasting, while the lower one shows uniquely and commonly differentially expressed genes for 12 and 24 hours of fasting. B) Four groups of metabolic processes changed significantly in response to fasting, with the response of all peaking at 24 hours. The Y-axis shows the significance of change, while the X-axis represents duration of fasting. The P-values of the pathways are calculated using the hypergeometric distribution, where the P-value represents the probability of a particular mapping arising by chance, given the numbers of genes in the set of all genes in pathways, genes in a particular pathway, and genes in the present experiment. The pathways are grouped into processes as defined in MetaCore™ (version 4.3, build 9787). The dotted line represents the 0.05 significance threshold.

We performed gene-set enrichment analysis in three different functional ontologies using MetaCore™: cellular processes, biological processes and canonical pathways. Based on the Gene Ontology categorization of cellular processes, fasting predominantly affected the metabolic processes, in particular the carboxylic-acid metabolizing processes, lipid and glucose metabolism. 

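The pathway memberships of the MetaCore program were not used here, and 22 hand-written gene sets stood in for them. Each set was tested with limma's camera, with a preset correlation of 0.01 between its genes, and adjusted over all sets and the 3 time points. Of these sets, 7 passed an adjusted p of 0.05 at 12 hours, 10 at 24 hours and 14 at 72 hours. With limma's fry, the decrease of cholesterol-synthesis genes was the only call that held, at each of the 3 time points. With the correlation estimated from the arrays, the calls that held were those of cholesterol synthesis and of macrophage and leukocyte markers at each time point and of glucocorticoid targets, acute-phase genes and male-biased liver genes at 72 hours. No correlation was estimated for sulphur amino-acid metabolism, which kept the preset one. The plot of set means by array shows 8 of the sets.

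**Figure D2:**
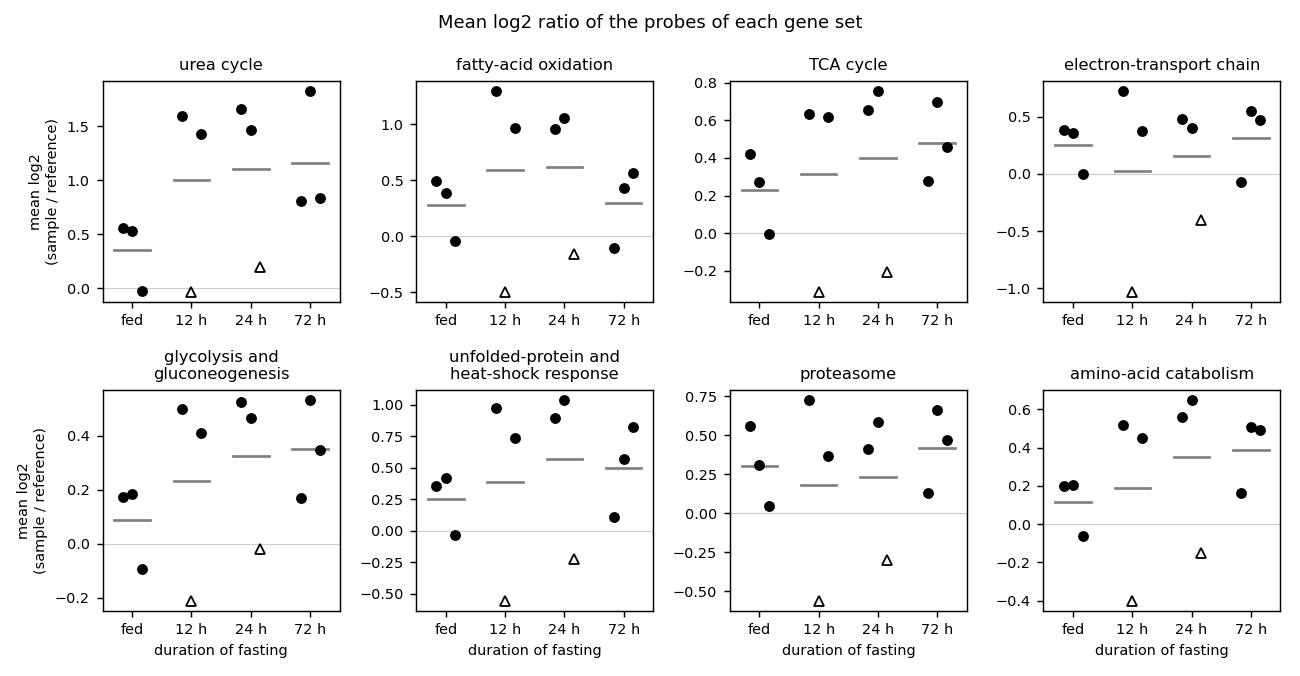
Mean log2 ratio of sample over reference of the probes of 8 gene sets by fasting time in hours. Filled points are arrays, open triangles the low-signal arrays and grey lines group means. For the urea cycle, replicates 1 and 3 of 12 hours lay at 1.60 and 1.43 and the low-signal array of that time at -0.031.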

The enrichment analysis for biological processes showed, more specifically, that genes involved in amino-acid, lipid, carbohydrate and energy metabolism responded most significantly to fasting (Figure 4B). The graph presents P-values as parameter of the likelihood that coordinate changes in the pathways shown were indeed present at the different time points of fasting. As statistical parameter, the P-value encompasses no variation. 

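Whether the set means differed between 24 and 72 hours was tested with camera, adjusted over all sets and both steps in time. These tests used the preset correlation of 0.01 and were not repeated with fry or an estimated correlation. The estimates were 0.72 for fatty-acid oxidation, 0.50 for ribosomal proteins and 0.67 for glucocorticoid targets, so that the p of these sets may be far too small. Levels were lower at 72 than at 24 hours for fatty-acid oxidation, with a mean log2 difference of -0.32 (adjusted p = 0.00753) and a rise in 5 of 27 probes. They were higher at 72 hours for cytosolic ribosomal proteins, by 0.45 (adjusted p = 4.42e-09), and for glucocorticoid targets, by 0.53 (adjusted p = 0.00208). The differences did not pass for the unfolded-protein and heat-shock response, at -0.10 (adjusted p = 0.510), the tricarboxylic-acid cycle, at 0.057 (adjusted p = 0.922), or the electron-transport chain, at 0.15 (adjusted p = 0.240). For the tricarboxylic-acid cycle, the median difference was -0.042 and the test's direction was down. The differences of these 3 sets without both low-signal arrays were -0.49, -0.24 and -0.13, of which the first and second passed, and those of fatty-acid oxidation, ribosomal proteins and glucocorticoid targets -0.71, 0.21 and 0.16, of which the last no longer passed. No set passed for 24 against 12 hours.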

The changes in all processes except amino-acid metabolism showed a response that peaked at 24 hours after food withdrawal and declined thereafter. 

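At 72 hours, the largest mean increases among the metabolic sets were those of the urea cycle and of sulphur amino-acid metabolism. Fatty-acid synthesis was lower, with a mean log2 fold change of -0.41 over 8 probes (adjusted p = 7.92e-04). Against the fed arrays of the same quantification day it was -0.35. The mean for cholesterol synthesis was -0.49 (adjusted p = 3.12e-10), with 3 of 22 probes above the fed level.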

The response during the late phase of fasting was dominated by amino-acid metabolism, although lipid and carbohydrate metabolism remained significantly regulated. 

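For genes of the tricarboxylic-acid cycle (23 probes), the mean log2 fold change was 0.037 at 12 hours, 0.11 at 24 hours and 0.17 at 72 hours. Their adjusted p was 0.563, 0.215 and 0.187 in limma's camera. At 24 hours the arrays differed, with set means of 0.65 and 0.76 on replicates 1 and 2 and of -0.21 on the low-signal replicate 3, against 0.42, 0.27 and -0.0040 on the fed arrays. Leaving out both low-signal arrays gave means of 0.33, 0.42 and 0.18, past the threshold at all 3 time points. With the quantification day as a block it was -0.73, -0.63 and 0.27.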

The Figure further reveals that the changes in energy metabolism were significant at 24 hours of fasting only. 

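The sets that passed at all 3 time points were the urea cycle, sulphur amino-acid metabolism, glucocorticoid targets, lysosome and autophagy (all higher), cholesterol synthesis and macrophage and leukocyte markers (both lower). Fatty-acid oxidation passed at 12 and 24 hours and the set of glycolysis and gluconeogenesis at 72 hours.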

The common denominator of the overall fasting response was, therefore, metabolism of amino acids, carbohydrates, and lipids.

### Regulated pathways

Since the global analysis does not reveal a direction in the changes and lacks functional detail, we scrutinized the pathways with most pronounced regulation for functional implications. 

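Genes of glycolysis and gluconeogenesis (22 probes) had a mean log2 fold change of 0.13 at 12 hours, 0.18 at 24 hours and 0.21 at 72 hours (adjusted p = 0.648, 0.194 and 0.0221 in limma's camera). Levels above the fed mean were seen for 14, 16 and 14 of the probes. Without both low-signal arrays the means were 0.35, 0.35 and 0.21, past the threshold at each time point.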

A list of the 10 top-scoring canonical pathways, shown in Table 1, points to gluconeogenesis, urea synthesis, and PPARα-regulated fatty-acid oxidation as the major characteristics in the response of the liver to fasting.

### Amino-acid catabolism and urea synthesis

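For the urea cycle, the mean difference between 72 and 24 hours was 0.41 (adjusted p = 0.539 in limma's camera) on the log2 scale, and that between 24 and 12 hours 0.11 (adjusted p = 0.812). On its 4 probes with a value on every array, the mean log2 fold changes at 24 and 72 hours were 0.62 and 0.61. The corresponding differences for amino-acid catabolism were 0.015 (adjusted p = 0.958) and 0.11 (adjusted p = 0.475), and those for sulphur amino-acid metabolism 0.56 (adjusted p = 0.140) and -0.42 (adjusted p = 0.140). The median difference of amino-acid catabolism between 72 and 24 hours was -0.030, and the direction of the test was down. With both low-signal arrays left out, the differences between 72 and 24 hours were -0.043 for the urea cycle, -0.25 for amino-acid catabolism, which then passed the threshold, and 0.084 for sulphur amino-acid metabolism.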

Of all the pathways studied in the liver, the adaptive changes in amino-acid metabolism persisted throughout the fasting period (Figure 4B). 

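For genes of the urea cycle and its mitochondrial transporters, 6 probes were found by name. None was found for carbamoyl-phosphate synthetase 1, ornithine transcarbamylase or arginase 1, though many probes have no gene name. Their mean log2 fold change was 0.53 at 12 hours, 0.63 at 24 hours and 1.04 at 72 hours (adjusted p = 0.0360, 0.00481 and 2.28e-05 in limma's camera), with all 6 probes above the fed level at each time point. On the 4 probes with a value on every array, the means were 0.36, 0.62 and 0.61. The higher mean at 72 hours therefore came from the other probes, those of Ass1 and Asl, and Asl was usable on a single array at that time. The size also depended on single arrays. With each array left out in turn the means ran from 0.23 to 1.06, from 0.36 to 1.09 and from 0.46 to 1.12, lowest without replicate 1 of 12 hours, replicate 1 of 24 hours and replicate 2 of 72 hours. With the quantification day as a block the means were -0.53, -0.42 and 1.11.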

Of the enzymes in this group, those of the urea cycle were upregulated at all three time points (Figure 5). Among the genes consistently affected were argininosuccinate synthetase 1 (*Ass1*, *Assy*; 3.7-, 2.5- and 4.5-fold upregulated) and argininosuccinate lyase (*Asl*, *Arly*; 5.0-, 5.8-, and 12-fold upregulated at 12, 24 and 72 hours, respectively. 

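Ass1 (feature 18282) had a log2 ratio of sample over reference of 1.03 ± 0.27 (SD, n = 2) in fed mice and of 1.62 ± 0.74 (SD, n = 3), 1.14 ± 0.61 (SD, n = 3) and 1.85 ± 0.38 (SD, n = 3) at 12, 24 and 72 hours, which are fold changes of 1.51, 1.08 and 1.76. For Asl (feature 15804, listed under a RIKEN name in the files), the log2 ratio was 1.05 ± 0.13 (SD, n = 2) in fed mice and 2.19 ± 1.31 (SD, n = 3), 2.28 ± 1.21 (SD, n = 3) and 4.02 (n = 1), or 2.20-, 2.34- and 7.83-fold. The spot of Asl was usable on 1 array at 72 hours, and both genes had 2 usable fed arrays. Neither gene passed the threshold in limma at any time point, while with array weights both did at all of them, Asl at 72 hours with the single array. Without both low-signal arrays the increases were 2.00-, 1.33- and 1.74-fold for Ass1 and 3.73-, 3.55- and 7.91-fold for Asl, the latter past the threshold at 12 and 24 hours, and at 72 hours with a single array that is assumed to vary like those of the other groups.

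**Figure D3:**
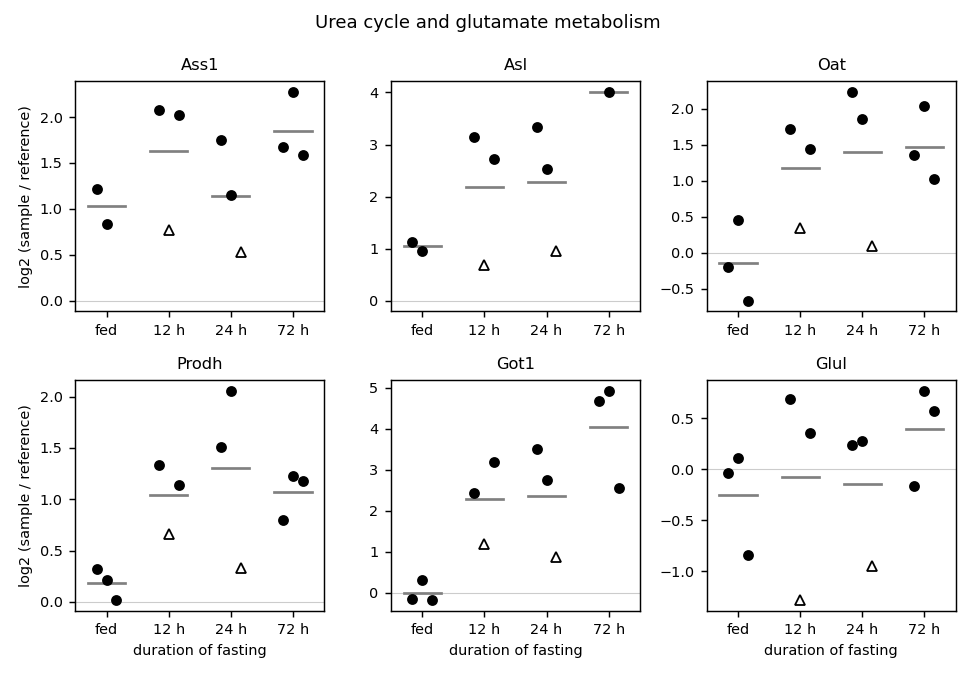
Log2 ratio of sample over reference of 6 genes of urea synthesis and glutamate supply by fasting time in hours. Filled points are arrays, open triangles the low-signal arrays and grey lines group means. For Oat, the 72-hour arrays averaged 1.47 ± 0.52 (SD, n = 3) against -0.14 ± 0.56 (SD, n = 3) in fed mice.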

The first and rate-determining enzyme of urea cycle, carbamoylphosphate synthetase (*Cps*), was not represented on the microarrays, but its expression level, as estimated by qPCR, was increased 3.5-fold at all 3 time points (manually added to Figure 5). Urea synthesis occurs in periportal hepatocytes, whereas ammonia detoxification via glutamine synthesis occurs pericentrally. Genes for the pericentral enzymes ornithine-aminotransferase (*Oat*) and proline dehydrogenase (*Prodh*), which provide glutamate for glutamine synthesis, were upregulated 2.5-, 3.0- and 3.0-fold and 2.1-, 2.5- and 2.0- fold at 12, 24 and 72 hours, respectively. 

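Oat (feature 17118) changed by 2.47-, 2.89- and 3.05-fold at 12, 24 and 72 hours, with log2 ratios of -0.14 ± 0.56 (SD, n = 3) in fed and 1.17 ± 0.72 (SD, n = 3), 1.39 ± 1.14 (SD, n = 3) and 1.47 ± 0.52 (SD, n = 3) in fasted mice. Prodh (feature 4098) changed by 1.82-, 2.17- and 1.85-fold, from 0.18 ± 0.15 (SD, n = 3) in fed mice to 1.04 ± 0.34 (SD, n = 3), 1.30 ± 0.88 (SD, n = 3) and 1.07 ± 0.24 (SD, n = 3). Both missed the threshold in limma and passed it at each time point with array weights and without both low-signal arrays.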

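Glutamine synthetase (Glul, feature 17162) had a log2 ratio of -0.26 ± 0.51 (SD, n = 3) in fed mice, and of -0.082 ± 1.06 (SD, n = 3), -0.15 ± 0.70 (SD, n = 3) and 0.39 ± 0.49 (SD, n = 3) after 12, 24 and 72 hours of fasting. The fold changes of 1.13, 1.08 and 1.57 had standard errors of 0.52, 0.52 and 0.52 on the log2 scale and an adjusted p of 0.975, 1.00 and 1.00 in limma.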

Glutamine synthetase (Glns) itself was, however, not regulated.

**Figure 5:**
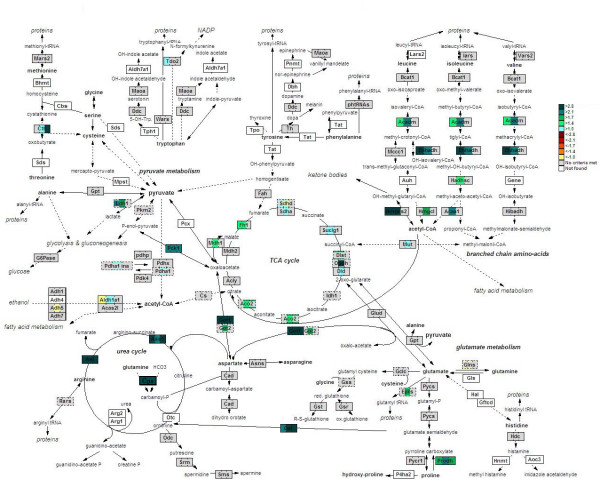
**Amino-acid catabolism in fasting liver**. The map was created in the GenMAPP suite to show a comprehensive overview of amino-acid metabolism in response to fasting. Warm colors (from yellow to red) represent down-regulation, while cold colors (light blue to dark green) indicate an induction (see scale on the right border of the figure). Gray indicates no significant change. Genes not coupled to reporters on the array are shown in white. Genes represented by more than one sequence on the array are shown in dash-lined boxes, with the level of change depicted by the colored line surrounding the field. Each gene-box is split into 3 units, representing (from left to right) a change in expression after 12, 24 and 72 hours of fasting compared to fed animals.

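For 24 probes of genes of amino-acid catabolism, the mean log2 fold change was 0.13 at 12 hours, 0.24 at 24 hours and 0.26 at 72 hours. Limma's camera gave them an adjusted p of 0.345, 0.0296 and 0.00590, and 11, 17 and 14 of the probes lay above the fed level. The median at 12 hours was -0.023. With the quantification day as a block the means at 12 and 24 hours were -0.58 and -0.40.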

Remarkably, the expression of amino-acid catabolizing enzymes themselves was barely affected by fasting. Only the degradation of branched-chain keto-acids (products of branched-chain amino-acid transamination elsewhere) was upregulated, as shown by the upregulation of acetyl-coenzyme A dehydrogenase, medium chain *(Acaddm)*, enoyl-coenzyme A, hydratase/3-hydroxyacyl-coenzyme *(Ehhadh)*, hydroxyacyl-coenzyme A dehydrogenase, short chain *(Hadhsc)*, acetyl-coenzyme A acyltransferase 1 *(Acaa1)*, and 3-hydroxy-3-methylglutaryl-coenzyme A lyase *(Hmgcl) *– all within first the 24 hours (Figure 5). This finding suggests that the adaptations in amino-acid catabolism during fasting mainly occur outside the liver. 

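Among 4 genes of branched-chain keto-acid degradation that are reported here, Ehhadh (feature 6507) increased most at 12 and 24 hours, with fold changes of 3.73, 2.09 and 1.37 at 12, 24 and 72 hours, from a log2 ratio of 0.10 ± 0.41 (SD, n = 3) in fed mice to 2.00 ± 1.26 (SD, n = 3) at 12 hours. Acadm (feature 17039) changed by 1.20-, 1.88- and 1.47-fold and Acaa1a (feature 15550), the probe for Acaa1, by 1.48-, 1.49- and 1.06-fold. The fold changes of Hadh (feature 10113), the current name of Hadhsc, were 0.858, 0.956 and 0.795. An increase of at least 1.4-fold was met by 2, 3 and 1 of the 4 genes. None passed the threshold in limma, with 1, 0 and 0 at an unadjusted p under 0.05, whereas 2, 2 and 0 passed without both low-signal arrays. Hadh was then 1.18-fold of the fed level at 24 hours.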

Since neither glutamate-pyruvate transaminase nor ammonia-inducible liver glutaminase were upregulated, the capacity of the liver to deaminate the amino-carriers alanine and glutamine must have been sufficient.

### TCA cycle and electron-transport chain

The strong induction of the urea cycle suggests a strong stimulation of amino-acid oxidation or gluconeogenesis. 

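Leaving out each array in turn moved the mean log2 fold change of the tricarboxylic-acid cycle genes between -0.11 and 0.33 at 12 hours, between -0.068 and 0.41 at 24 hours and between 0.069 and 0.27 at 72 hours. The highest values at 12 and 24 hours were those without the low-signal array of that time. Measured in the sample channel alone, the mean at 24 hours was 0.30 and passed the threshold. Increases above the fed level were found for 13, 15 and 16 of the 23 probes.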

In agreement with this hypothesis, both the expression of enzymes of the tricarboxylic-acid (TCA) cycle and oxidative phosphorylation were induced in fasted liver, again mainly at 24 hours. 

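At 24 hours the fold changes were 1.27 for Idh3b (feature 12442), 1.56 for Ogdh (feature 4742), 1.46 for Dlst (feature 12110), 1.32 for Fh1 (feature 1941) and 0.788 for Mdh1 (feature 3415). The log2 ratio of Ogdh went from 1.06 ± 0.41 (SD, n = 2) in fed mice to 1.71 ± 1.79 (SD, n = 3), and that of Mdh1 from 0.85 ± 0.15 (SD, n = 2) to 0.51 ± 0.96 (SD, n = 3). In limma 0 of these 5 genes passed the threshold and 0 had an unadjusted p under 0.05. Without replicate 3 of 24 hours and replicate 2 of 12 hours, 4 passed, all but Mdh1. The fold changes of the 5 genes then lay between 1.14 (Mdh1) and 3.34 (Ogdh). Other probes of the same genes gave 1.04 for Ogdh and 1.05 and 1.19 for Dlst.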

Aconitase 2 (*Aco2*), isocitrate dehydrogenase 3β (NAD^+^) (*Idh3b*), oxoglutarate dehydrogenase (*Ogdh*), dihydrolipoamide S-succinyltransferase (*Dlst*), fumarate hydratase 1 (*Fh1*) and malate dehydrogenase 1 (*Mdh1*) were all upregulated at 24 hours of fasting (1.9-, 1.5-, 3.1-, 2.0-, 1.4- and 1.6-fold, respectively; Figures 5 and 6), indicating an increased capacity of the cycle. 

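Dlst changed by 1.48-fold at 12 hours and by 1.31-fold at 72 hours, and Fh1 by 1.45- and 2.12-fold. The standard error of Fh1 at 72 hours was 0.65 on the log2 scale. With array weights, Dlst and Fh1 passed the threshold at 12 hours.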

*Dlst *and *Fh1 *were 2.0 and 1.6 times induced at 12 hours of fasting, while *Aco2 *expression was also 1.8-fold increased at 72 hours.

**Figure 6:**
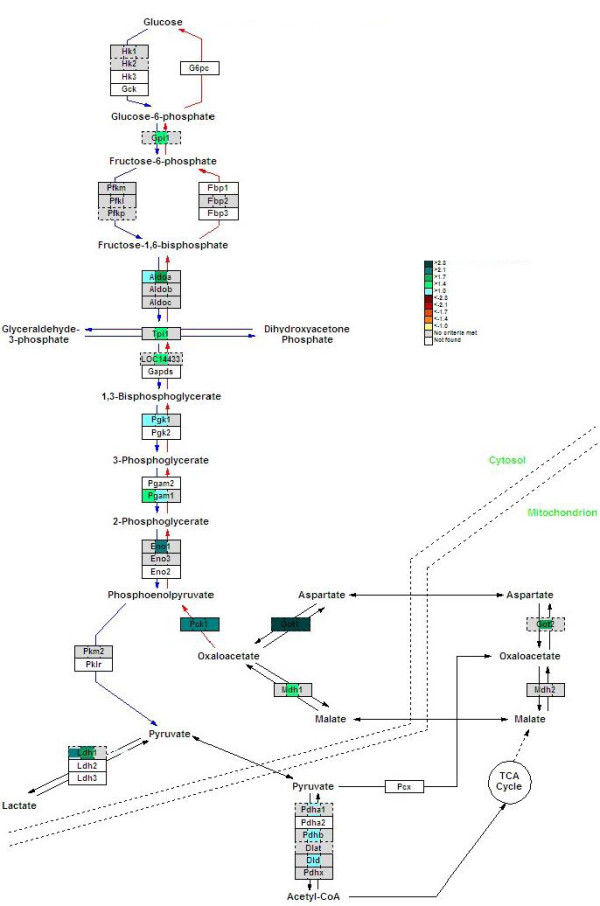
**Fasting upregulates genes of the malate-aspartate shuttle and the gluconeogenic enzyme *Pepck1 *in mouse liver**. The color code of the GenMAPP view is the same as in Figure 5.

In agreement with an increased capacity of the TCA cycle, the expression of the genes of the electron-transport chain was strongly stimulated (Figure 7; a legend for the MetaCore canonical pathways is provided in Additional file 3). 

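Genes of the electron-transport chain (40 probes) had a mean log2 fold change of -0.23 at 12 hours, -0.11 at 24 hours and 0.044 at 72 hours (adjusted p = 0.0700, 0.284 and 0.563 in limma's camera). The direction at 12 and 24 hours changed without both low-signal arrays, where the means were 0.28, 0.17 and 0.047, past the threshold at 12 and 24 hours. It also changed with array weights, at 0.25 and 0.14, and in the sample channel alone at 24 hours, with 0.22. Levels above the fed mean were found for 8, 13 and 25 of the 40 probes.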

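Ndufa10 (feature 19830) had fold changes of 0.661, 0.794 and 0.769 at 12, 24 and 72 hours, measured against a single usable fed array. For Ndufa13 (feature 21272) they were 0.977, 0.954 and 0.844, for Ndufv1 (feature 17214) 1.17, 1.24 and 1.03 and for Ndufv2 (feature 2792) 0.806, 1.10 and 1.09. The log2 ratio of Ndufv1 was 0.38 ± 0.09 (SD, n = 2) in fed mice and 0.69 ± 0.47 (SD, n = 3) at 24 hours. With limma 0 of these 4 genes passed the threshold at 24 hours and 0 had an unadjusted p under 0.05. Without both low-signal arrays, 1 passed, and the changes of the 4 genes lay between 1.02- and 1.57-fold.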

Four genes belonging to NADH-ubiquinone oxidoreductase complex: NADH dehydrogenase [ubiquinone] 1α subcomplex subunit 10 (*Ndufa10*), NADH dehydrogenase [ubiquinone] 1α subcomplex subunit 13 (*Ndufa13*), NADH dehydrogenase [ubiquinone] flavoprotein 1 (*Ndufv1*) and NADH dehydrogenase [ubiquinone] flavoprotein 2 (*Ndufv2*), were all approximately 1.6-fold upregulated. 

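Among genes of the ATP synthase complex, Atp5d (feature 8012) changed by 1.21-, 1.74- and 1.28-fold at 12, 24 and 72 hours, with a log2 ratio of 0.18 ± 0.02 (SD, n = 2) in fed mice and 0.98 ± 0.32 (SD, n = 3) at 24 hours. Atp5a1 (feature 5859) had fold changes of 0.706, 0.751 and 1.53 and Atp5g1 (feature 19090) of 1.17, 1.01 and 0.819. Of the 3 genes 0 passed the threshold in limma at 24 hours and 1 (Atp5d) had an unadjusted p under 0.05. Atp5d passed with array weights and without both low-signal arrays, where the fold changes at 24 hours ran from 1.03 to 1.95.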

Expression of the genes of the ATP synthase complex, ATP synthase subunit α (*Atp5a1*), ATP synthase δ chain (*Atp5d*) and ATP synthase lipid-binding protein (*Atp5g1*), was 1.6–1.9-fold induced at 24 hours. Ubiquinol-cytochrome-c reductase complex core protein 1 (*Uqcrc1*) was 2.2-fold upregulated after 24 hours, whereas the energy-dissipating uncoupling protein 2 (*Ucp2*) was 1.8-fold downregulated at this time point (Figure 8). 

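Uqcrc1 (feature 7295) had fold changes of 1.36, 1.03 and 1.34 at 12, 24 and 72 hours, and its log2 ratio was 1.04 ± 0.44 (SD, n = 2) in fed mice and 1.09 ± 0.55 (SD, n = 3) at 24 hours. A second Uqcrc1 probe (feature 8498) gave 0.962 at 24 hours. Ucp2 (feature 8475) was lower than in fed mice by 1.36-, 1.42- and 1.04-fold, with -0.22 ± 0.29 (SD, n = 3) in fed mice and -0.72 ± 0.45 (SD, n = 3) at 24 hours. At 24 hours it passed the threshold with array weights and without both low-signal arrays but not in limma with all 12 arrays (adjusted p = 1.00).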

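By array, the mean log2 ratio of the electron-transport chain probes was 0.73 and 0.38 on replicates 1 and 3 of 12 hours and -1.03 on the low-signal replicate 2. At 24 hours it was 0.48, 0.41 and -0.40, the last on the low-signal array. The fed arrays lay at 0.39, 0.36 and 0.0016 and the 72-hour arrays between -0.068 and 0.56, so that fed and fasted arrays overlapped.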

Taken together, these data indicate that the capacity for ATP synthesis in the liver is strongly upregulated during the first day of food deprivation.

**Figure 7:**
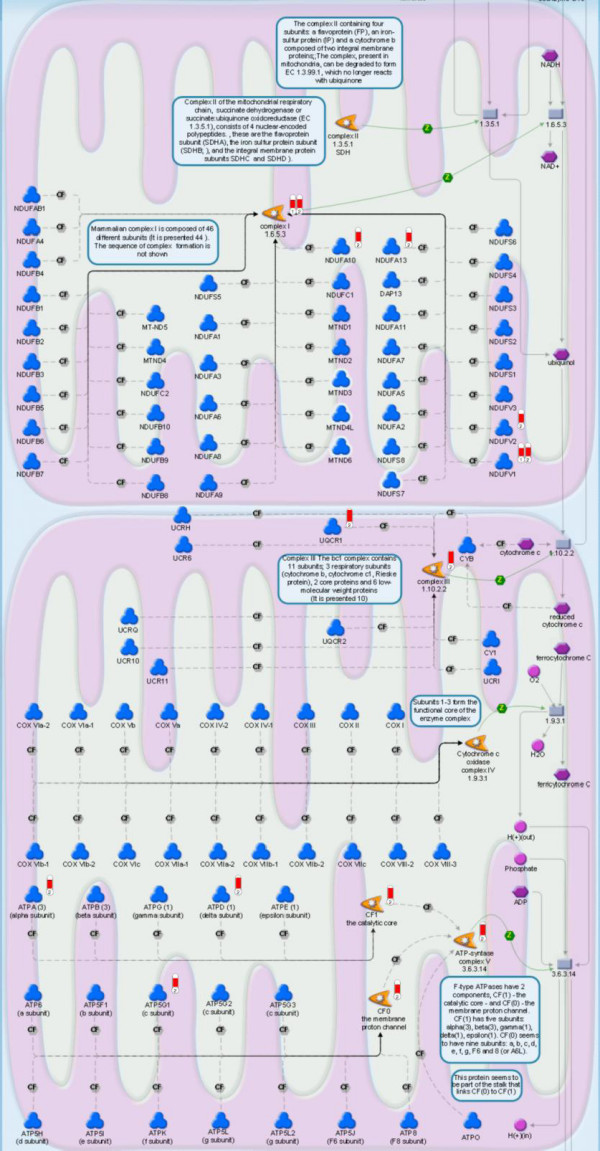
**Electron-transport chain**. Experimental data are visualized on a MetaCore map as blue (for downregulation) and red (upregulation) histograms ('thermometers'). The height of the histogram corresponds to the relative expression value for a particular gene, with numbers 1, 2 and 3 representing 12, 24 and 72 hours of fasting, respectively. A legend for the MetaCore™ canonical pathways is provided in Additional file 3.

**Figure 8:**
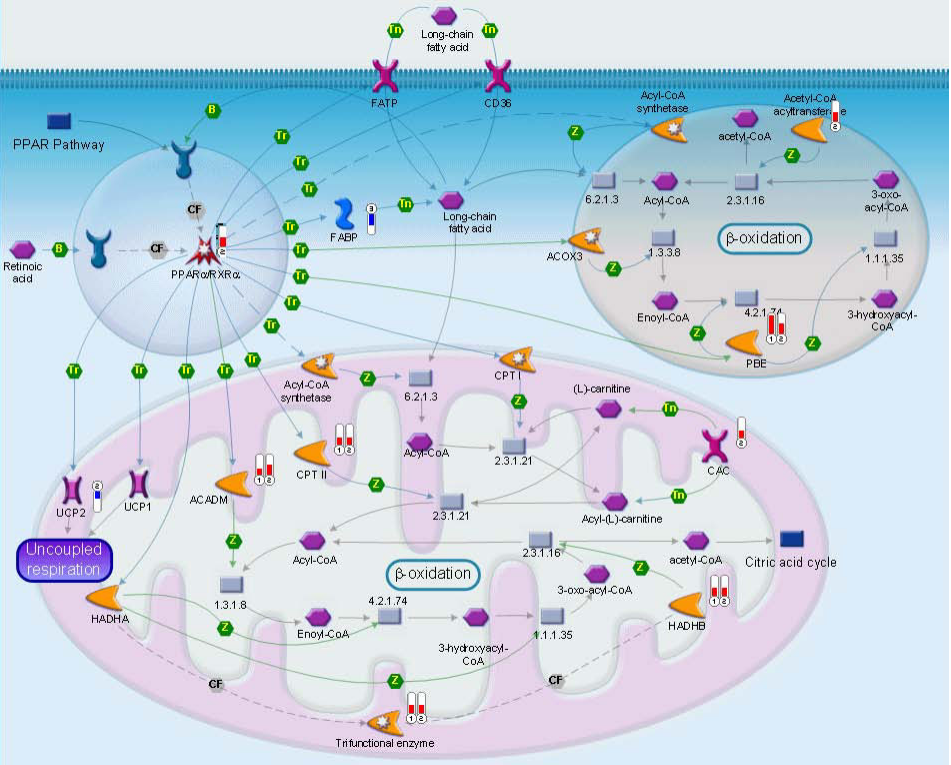
**PPARα regulation of lipid metabolism in fasting**. The figure description is the same as in Figure 7.

### Gluconeogenesis

Phosphoenolpyruvate carboxykinase 1 (*Pepck1*), a key enzyme in the gluconeogenic route, was upregulated 2.0-, 2.5- and 2.7-fold on the microarrays and 3.2-, 3.2, and 2.9-fold in the qPCR measurements at 12, 24 and 72 hours of fasting, respectively (Figures 5, and 6, and Table 2). 

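Pck1 (feature 13796) changed by 2.02-, 1.77- and 1.84-fold at 12, 24 and 72 hours. Its log2 ratio was 0.30 ± 0.0043 (SD, n = 2) in fed mice and 1.32 ± 0.20 (SD, n = 2), 1.12 ± 0.51 (SD, n = 3) and 1.18 ± 0.16 (SD, n = 3) in fasted mice, and the standard error of the log2 fold changes was 0.31, 0.28 and 0.28. It missed the threshold in limma at each time point, and passed it at each with array weights and without both low-signal arrays, with increases of 1.97-, 2.11- and 1.82-fold.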

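For Got1 (feature 19523) the log2 ratio was -0.0082 ± 0.27 (SD, n = 3) in fed mice and 2.27 ± 1.01 (SD, n = 3), 2.37 ± 1.36 (SD, n = 3) and 4.05 ± 1.30 (SD, n = 3) after 12, 24 and 72 hours, or 4.87-, 5.20- and 16.7-fold higher. The adjusted p in limma was 0.956, 1.00 and 0.740. Got1 passed the threshold at all 3 time points by the consensus of direct and across-array tests, with array weights and without both low-signal arrays.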

Cytosolic glutamate oxaloacetate transaminase 1 (*Got1*) was also strongly upregulated at all three time points (5-, 6-, and 21-fold). In addition, malate dehydrogenase (*Mdh*) and mitochondrial glutamate oxaloacetate transaminase (*Got2*) were induced (1.6- and 1.8-fold respectively). Together, these data suggest an increased capacity of the malate-aspartate shuttle across the mitochondrial membrane, which would accommodate an enhanced carbon flux from the mitochondria.

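Got2 (feature 6636) had fold changes of 1.41, 1.16 and 1.22 at 12, 24 and 72 hours, with a log2 ratio of 0.51 ± 0.26 (SD, n = 3) in fed mice and 0.72 ± 0.39 (SD, n = 3) at 24 hours. Mdh1 changed by 1.38-fold at 12 hours and 1.19-fold at 72 hours, each with 2 usable fed arrays. Neither passed the threshold in limma or without both low-signal arrays, where Got2 was 1.34-fold at 24 hours.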

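Of the 3 shuttle genes with a probe (Got1, Got2 and Mdh1), 3, 2 and 3 were above the fed mean at 12, 24 and 72 hours, and 2, 1 and 1 reached 1.4-fold. Every fasted array lay above all fed arrays for 3, 1 and 1 of them, where chance alone gives 5% of genes with 3 arrays in each group, and more where fewer arrays were usable, as for Mdh1 and Got2. At an unadjusted p under 0.05, limma gave 1 gene at each time point.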

**Table 2:** Comparison of intestinal and liver *Pepck1 *expression in fasting by qRTPCR, expressed in relative units after normalization by 18 S expression (n = 6)

**time (h)**	**small intestine**	**liver**	**ratio**
**0**	18	85	0.21
**12**	15	278	0.05
**24**	51	277	0.18
**72**	128	247	0.52

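Of 6 genes for steps that both pathways share (Pgam1, Gpi1, Aldoa, Tpi1, Gapdh and Eno1), 1, 2 and 1 were at least 1.4-fold above the fed level at 12, 24 and 72 hours. Their fold changes lay between 1.07 and 1.59, between 0.931 and 1.52, and between 1.06 and 1.42. In the fit without both low-signal arrays, 5, 5 and 1 reached 1.4-fold.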

All other steps that were affected by fasting were shared by the glycolytic and gluconeogenic pathways and were regulated during the first day of fasting only (Figure 6). Phosphoglycerate mutase 1 (*Pgam1*) was 1.4-fold upregulated at 12 hours of fasting, while glucosephosphate isomerase 1 (*Gpi1*), aldolase 1A isoform (*Aldoa*), triosephosphate isomerase 1 (*Tpi1*), glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) and enolase 1α (*Eno1*) were 1.5-, 1.7-, 1.5-, 1.7-, 2.1- fold upregulated at 24 hours of fasting, respectively. These data indicate that the enhanced capacity of the gluconeogenic pathway would largely depend on enhanced TCA and malate-aspartate cycling, and that this adaptive response in gene expression might be restricted to a single day in the mouse.

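Pgam1 (feature 22252) had a log2 ratio of 0.33 ± 0.10 (SD, n = 3) in fed mice and 0.46 ± 0.58 (SD, n = 3) at 12 hours, a fold change of 1.09. At 24 hours the fold changes were 1.19 for Gpi1 (feature 19931), 1.52 for Aldoa (feature 16160), 1.36 for Tpi1 (feature 239), 1.42 for Gapdh (feature 1173) and 1.18 for Eno1 (feature 6315). Other probes gave 0.628 and 1.38 for Gpi1 and 1.05 for Eno1. The log2 ratio of Aldoa was 0.13 ± 0.27 (SD, n = 3) in fed mice and 0.74 ± 0.85 (SD, n = 3) at 24 hours, and that of Gapdh 0.11 ± 0.51 (SD, n = 3) and 0.61 ± 0.47 (SD, n = 3). With limma 0 of the 6 genes passed the threshold at 24 hours and 0 had an unadjusted p under 0.05, while 1 (Aldoa) passed without both low-signal arrays.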

### Liver glycogen accumulation upon prolonged fasting

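The difference between 72 and 24 hours passed the threshold in limma for 0 of 20087 probes. At an unadjusted p under 0.05, 686 probes differed, with array weights 856 passed, and without both low-signal arrays 266 passed, 78 of them higher and 188 lower at 72 hours. Increases of at least 1.4-fold over fed mice were found at 24 and 72 hours for 2 and 1 of 5 named genes of the tricarboxylic-acid cycle. For named fatty-acid catabolizing enzymes they were found for 5 and 1 of 8 genes, and Oat and Prodh reached 1.4-fold at both times. Between 72 hours and fed mice, 1189 probes differed by at least 1.4-fold whatever their p, 738 up and 451 down.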

The near total return to "normalcy" of gene expression at 72 hours (only the genes for urea cycle enzymes, glutamate-synthesizing enzymes, and Pepck1 remained induced) was striking. Because glucose-6-phosphatase expression was not upregulated, we explored the possibility that glucose precursors were channelled into glycogen. As expected, (amylase-sensitive) periodic acid-Schiff (PAS) staining showed the complete disappearance of glycogen from the liver after 12 hours of fasting (Figure 9), but some staining had returned at 24 hours and intense staining was seen in 72-hours fasted liver. Whereas glycogen was localized around the portal veins in fed liver, it was deposited exclusively around the central veins after 72 hours of fasting, with sharp borders towards the empty cells.

**Figure 9:**
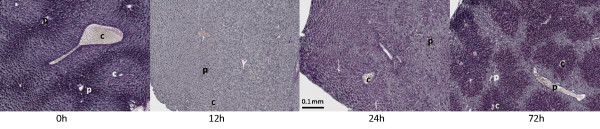
**Glycogen storage in mouse liver during fasting**. In fed liver, periportal hepatocytes contain most glycogen (left panel). Twelve hours of fasting totally depletes the glycogen stores, but at 24 hours, glycogen starts to re-accumulate and has accumulated to high levels in pericentral hepatocytes after 72 hours of fasting (right panel). Portal and central veins are depicted by letters "p" and "c", respectively. Bar: 0.1 mm.

### Fatty-acid catabolism and ketone-body synthesis

The enhanced expression of fatty-acid catabolizing enzymes was also limited to the initial phase of fasting. 

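Genes of fatty-acid oxidation (27 probes) had a mean log2 fold change of 0.38 at 12 hours, 0.32 at 24 hours and -0.0034 at 72 hours (adjusted p = 0.00300, 0.00419 and 0.709 in limma's camera), with 17, 18 and 15 of the probes above the fed level. By array the means were 1.30, -0.50 and 0.97 at 12 hours, 0.95, 1.05 and -0.16 at 24 hours and -0.11, 0.43 and 0.56 at 72 hours, against 0.50, 0.39 and -0.044 in fed mice. The means without both low-signal arrays were 0.85, 0.71 and -0.0039. The median at 72 hours was 0.050. The quantification day as a block gave -0.74, -0.76 and 0.11.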

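Ppara (feature 21408) changed by 1.63-, 1.55- and 0.864-fold at 12, 24 and 72 hours of fasting. Its log2 ratio was 0.089 ± 0.27 (SD, n = 3) in fed mice and 0.80 ± 0.81 (SD, n = 3), 0.72 ± 0.61 (SD, n = 3) and -0.12 ± 0.66 (SD, n = 3) in fasted mice, and with array weights the increase at 24 hours passed the threshold.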

The expression of the transcription factor *Pparα*, a major regulator of fatty-acid oxidation, was 2.1-fold upregulated at 24 hours of fasting (Figure 8). Furthermore, the mitochondrial carnitine/acylcarnitine fatty-acid translocase (*Cac *or *Slc25a20*) was 1.6-fold upregulated at 12 hours, while carnitine palmitoyltransferase 2 (*Cpt2*) on the inner mitochondrial membrane was 1.8-fold upregulated at both 12 and 24 hours of fasting. However, the expression of *Cpt1*, which is present on the outer mitochondrial membrane and is sensitive to malonyl-CoA inhibition, remained unchanged. 

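Slc25a20 (feature 14572) had fold changes of 1.34, 0.996 and 0.961 at 12, 24 and 72 hours, with log2 ratios of 0.72 ± 0.21 (SD, n = 2) in fed mice and 1.13 ± 0.29 (SD, n = 2) at 12 hours. For Cpt2 (feature 15637) they were 2.36, 1.53 and 0.813, from 0.16 ± 0.45 (SD, n = 3) in fed mice to 1.40 ± 0.31 (SD, n = 2) and 0.78 ± 0.68 (SD, n = 3) at 12 and 24 hours. Slc25a20 at 12 hours and Cpt2 at 12 and 24 hours passed the threshold with array weights.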

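The only probe found for a Cpt1 gene was that of Cpt1b (feature 12055), and none was found for Cpt1a, the liver form. The fold changes of Cpt1b were 0.881, 1.06 and 1.04, with standard errors of 0.42, 0.42 and 0.42 on the log2 scale, a log2 ratio of -0.022 ± 0.10 (SD, n = 2) in fed mice and 0.058 ± 0.72 (SD, n = 3) at 24 hours.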

The 4 acyl-coenzyme A dehydrogenases (*Acad -v, -l, -m and -sh*), involved in oxidation of very long-, long-, medium- and short-chain fatty acids, were all upregulated in the first 24 hours of fasting (1.5–2.6 fold). 

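Acadvl (feature 5761) changed by 1.51-, 1.41- and 1.11-fold at 12, 24 and 72 hours, Acadl (feature 7461) by 1.37-, 1.46- and 1.21-fold and Acads (feature 16397) by 1.11-, 1.13- and 0.779-fold. The log2 ratio of Acadl was 0.15 ± 0.33 (SD, n = 3) in fed mice and 0.70 ± 0.71 (SD, n = 3) at 24 hours, and that of Acads 0.94 ± 0.68 (SD, n = 3) and 1.12 ± 0.38 (SD, n = 3). With Acadm counted, 1, 3 and 1 of the 4 dehydrogenases reached 1.4-fold. Limma called 0 of them at 24 hours (0 at an unadjusted p under 0.05), and all 4 passed there with array weights.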

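Hadhb (feature 16672) changed by 1.71-, 1.69- and 1.39-fold at 12, 24 and 72 hours, with log2 ratios of 0.18 ± 0.38 (SD, n = 3) in fed mice and 0.96 ± 1.18 (SD, n = 3), 0.94 ± 1.09 (SD, n = 3) and 0.66 ± 0.52 (SD, n = 3) in fasted mice. It passed the threshold at 12 and 24 hours with array weights and without both low-signal arrays, where the increases were 2.77- and 2.61-fold.

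**Figure D4:**
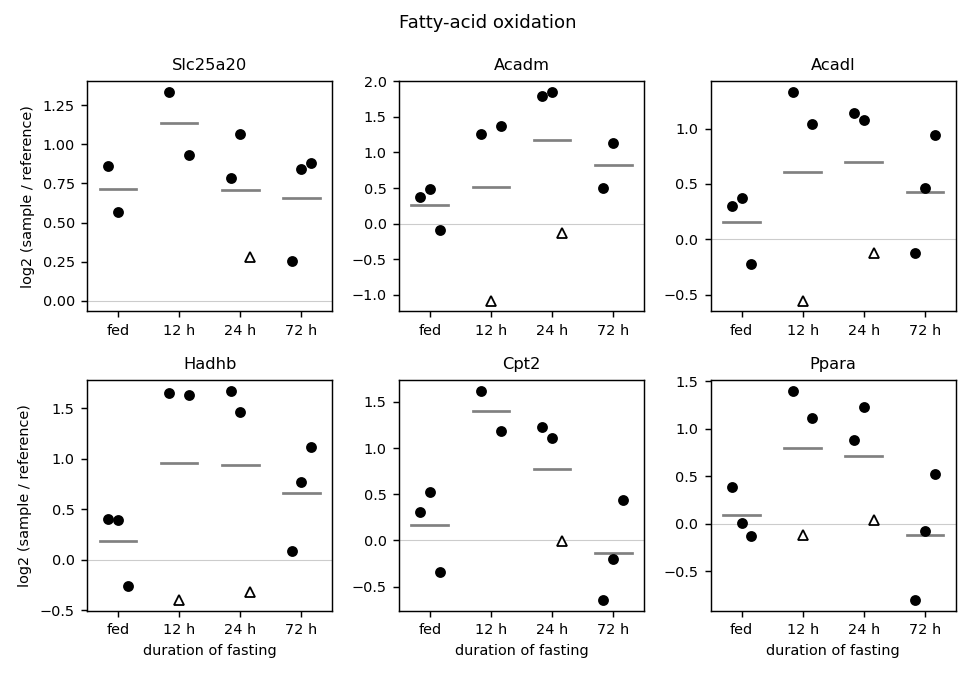
Log2 ratio of sample over reference of 6 genes of fatty-acid oxidation by fasting time in hours. Filled points are arrays, open triangles the low-signal arrays and grey lines group means. For Acadm the group means were 0.26 in fed mice and 0.52, 1.17 and 0.82 at 12, 24 and 72 hours.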

The β-subunit of the trifunctional protein (*Hadhb*) was 2- and 2.1-fold upregulated at 12 and 24 hours, respectively, while another subunit, hydroxyacyl-coenzyme A dehydrogenase, short chain (*Hadhsc*) showed increased expression after 24 hours of fasting only, indicating altogether a strong stimulation of fatty-acid oxidation at the gene-expression level during the first day of fasting.

The expression of HMGCoA synthase 2 (*Hmgcs2*) was also strongly stimulated during the first day of fasting (3.4- and 2.9-fold at 12 and 24 hours, respectively; Figure 5), indicating an increased capacity of the synthesis of ketone bodies from acetyl-CoA. This process is further facilitated by increased expression of genes involved in branched-chain keto-acid degradation (*Acadm, Hadhsc *and *Ehhadh*; see section on amino-acid catabolism) at 12 and 24 hours. Interestingly, neither the cytoplasmic HMGCoA synthase (*Hmgcs1*) nor HMGCoA reductase (*Hmgcr*), the key enzyme in de novo cholesterol synthesis pathway [26], have changed the expression levels in fasted liver.

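Echdc3 (feature 11497) was 1.30-, 1.41- and 1.07-fold lower than in fed mice at 12, 24 and 72 hours. Its log2 ratio was -0.17 ± 0.20 (SD, n = 3) in fed mice and -0.66 ± 0.39 (SD, n = 3) at 24 hours. Scd1 (feature 4058) was 2.28-, 2.25- and 2.96-fold lower, from 0.18 ± 0.29 (SD, n = 3) in fed mice to -1.39 ± 0.17 (SD, n = 3) at 72 hours. In limma both genes had an adjusted p of 0.956 at 12 hours and 1.00 at 24 and 72 hours. The decrease of Echdc3 passed the threshold at 12 and 24 hours with array weights and at 24 hours without both low-signal arrays. The decrease of Scd1 at 72 hours passed the threshold by the consensus of direct and across-array tests, with array weights, with only the 2 groups compared and without both low-signal arrays.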

Among the genes involved in fatty-acid synthesis, enoyl coenzyme A hydratase domain containing 3 (*Echdc3*) was 1.6 and 1.7-fold downregulated at 12 and 24 hours, while stearoyl-coenzyme A desaturase 1 (*Scd1*) showed a 2.6-fold decrease in expression at 72 hours of fasting. These data underscore the importance of enhanced lipid catabolism in the liver, which, in the mouse, apparently occurs during the first day of fasting only.

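For the 8 named genes of fatty-acid catabolism, 3, 5 and 1 reached 1.4-fold at 12, 24 and 72 hours, and the fold changes lay between 0.858 and 2.36, 0.956 and 1.88, and 0.779 and 1.47. The mean log2 difference of the fatty-acid oxidation set between 72 and 24 hours, without both low-signal arrays, was -0.71.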

### Oxidative stress and unfolded protein response

The enhanced expression of TCA cycle and oxidative-phosphorylation enzymes often causes oxidative stress. Indeed, cytosolic superoxide dismutase (*Sod1*) was 2.2-fold upregulated after 24 hours, and the early growth response protein 1 (*Egr1*), its transcriptional regulator [27], 2.9-fold. Furthermore, catalase (*Cat*) and stress-regulated mitogen-activated protein kinase 14 (*Mapk14*) were both 1.4-fold upregulated at this time point. In addition, metallothionein 1 gene, known to be involved in protection against oxidative stress and metal toxicity [28], was intensely upregulated (8.6-, 5.5- and 13.5-fold, at 12, 24 and 72 hours, respectively).

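Sod1 (feature 8827) changed by 1.20-, 0.885- and 1.18-fold at 12, 24 and 72 hours, with log2 ratios of 1.13 ± 0.35 (SD, n = 3) in fed mice and 0.96 ± 0.62 (SD, n = 3) at 24 hours. Egr1 (feature 13856) changed by 7.03-, 3.57- and 2.50-fold, from -0.019 ± 0.17 (SD, n = 3) in fed mice to 2.80 ± 1.48 (SD, n = 3), 1.82 ± 1.33 (SD, n = 3) and 1.30 ± 0.35 (SD, n = 3). The increase of Egr1 at 24 hours passed the threshold with array weights and without both low-signal arrays, where it was 6.92-fold, and that of Sod1 did not in either (1.11-fold without both).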

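Cat (feature 3013) had fold changes of 1.27, 1.19 and 0.834 at 12, 24 and 72 hours and a log2 ratio of 0.063 ± 0.11 (SD, n = 3) in fed mice and 0.32 ± 0.90 (SD, n = 3) at 24 hours. Mapk14 (feature 16366) had 0.994, 1.41 and 1.17, with 0.077 ± 0.33 (SD, n = 2) and 0.57 ± 0.91 (SD, n = 3). At 24 hours Mapk14 passed the threshold with array weights and without both low-signal arrays, and Cat in neither.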

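Mt1 (feature 19680) had a log2 ratio of -0.19 ± 0.09 (SD, n = 3) in fed mice and of 2.82 ± 0.04 (SD, n = 2), 2.27 ± 0.45 (SD, n = 3) and 3.32 ± 0.13 (SD, n = 3) at 12, 24 and 72 hours. The log2 fold changes of 3.02, 2.47 and 3.51 (standard error 0.24, 0.22 and 0.22), or 8.09-, 5.53- and 11.4-fold, had an adjusted p of 0.00469, 0.0107 and 3.89e-04 in limma. The spot was saturated in the sample channel on 1 array at 12 hours and on 2 at 72 hours. With each array left out in turn, the increase at 12 hours lay between 2.91 and 3.14, and it no longer passed without replicate 1 of the fed group, replicate 3 of the fed group or replicate 3 of 12 hours. The increase at 24 hours lay between 2.19 and 2.61 and did not pass when any of the 3 fed arrays was left out. The increase at 72 hours passed with each array left out in turn. With loess normalization within arrays and with the scanner software's own log ratio, none of the 3 increases passed.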

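Genes of the unfolded-protein and heat-shock response (36 probes) had a mean log2 fold change of 0.11 at 12 hours, 0.31 at 24 hours and 0.21 at 72 hours (adjusted p = 0.345, 0.00245 and 0.0106 in limma's camera). Of the probes, 19, 27 and 25 lay above the fed level. At 24 hours the array means were 0.90, 1.04 and, on the low-signal array, -0.22, against 0.36, 0.42 and -0.029 in fed mice. Without both low-signal arrays the means were 0.61, 0.72 and 0.22, and the difference between 72 and 24 hours was -0.49. In the sample channel alone the mean at 72 hours was -0.084, and with the quantification day as a block those at 12 and 24 hours were -0.86 and -0.69.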

Interestingly, the 3 top-scoring processes obtained from a biological-process enrichment analysis all belonged to the unfolded-protein response (endoplasmic reticulum (ER) stress). To present the relevant data in a single figure, we created a network using the shortest-path algorithm (Figure 10). The resulting network provides links based on the known interaction data between the nodes from the query data set, and also between the nodes that regulate the given genes or metabolites. It shows 8 heat-shock and 6 other proteins, all upregulated 1.5–2.5 fold, indicating upregulation of this stress-response pathway in fasted liver. 

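Of 9 heat-shock genes of Table 3 with a probe, 8 lay above the fed level at 24 hours and 3 by at least 1.4-fold, with fold changes between 0.920 and 2.01. Hspa8 (feature 1764) had a log2 ratio of 0.53 ± 0.47 (SD, n = 3) in fed mice and 1.23 ± 0.86 (SD, n = 3) at 24 hours, a 1.63-fold increase. Hspa5 (feature 12439), which encodes an endoplasmic-reticulum chaperone, had fold changes of 1.16, 0.920 and 1.03 at 12, 24 and 72 hours. Among 5 other stress genes of the table that are reported here, 3 were higher at 24 hours and 1 by at least 1.4-fold, between 0.775 and 1.43. In limma 0 of the heat-shock genes passed at 24 hours (0 at an unadjusted p under 0.05), and 5 passed without both low-signal arrays.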

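For 36 probes of proteasome genes, the mean log2 fold change was -0.13 at 12 hours, -0.088 at 24 hours and 0.080 at 72 hours (adjusted p = 0.601, 0.563 and 0.399 in limma's camera). The sign at 12 and 24 hours changed without both low-signal arrays, where the means were 0.23, 0.18 and 0.087, past the threshold at 12 and 24 hours. With array weights the means at these times were 0.29 and 0.14, and in the sample channel alone the mean at 24 hours was 0.21. The difference between 72 and 24 hours was 0.17 (adjusted p = 0.362).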

Downstream of the ER stress pathway, proteasome degradation was also upregulated, but again only after 24 hours of fasting (Figure 11). A list of these and some additional genes regulated in the ER stress and proteasome degradation, with their change level, is shown in Table 3.

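The 6 proteasome subunits of Table 3 with a probe had fold changes between 0.994 and 1.58 at 12 hours, between 1.06 and 1.50 at 24 hours and between 0.935 and 1.23 at 72 hours, and 2, 1 and 0 of them reached 1.4-fold. Psmd13 (feature 1048) changed by 1.29-fold and Psmc4 (feature 7380) by 1.50-fold at 24 hours. Psmc4 at 24 hours passed the threshold with array weights and without both low-signal arrays.

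**Figure D5:**
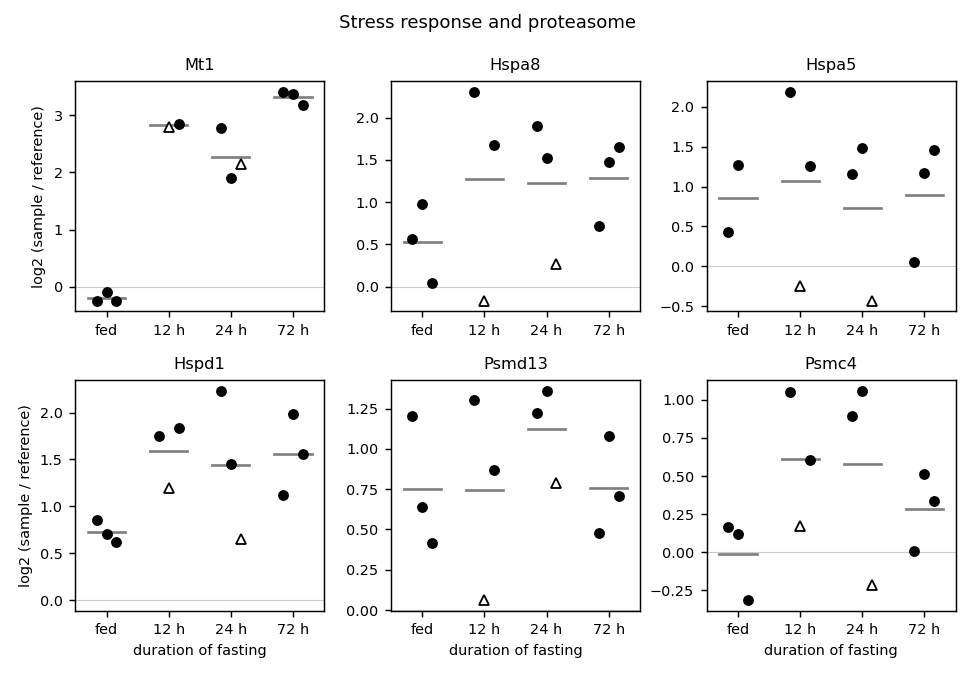
Log2 ratio of sample over reference of 6 stress and proteasome genes by fasting time in hours. Filled points are arrays, open triangles the low-signal arrays and grey lines group means. Mt1 averaged 3.32 at 72 hours and -0.19 in fed mice.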

**Figure 10:**
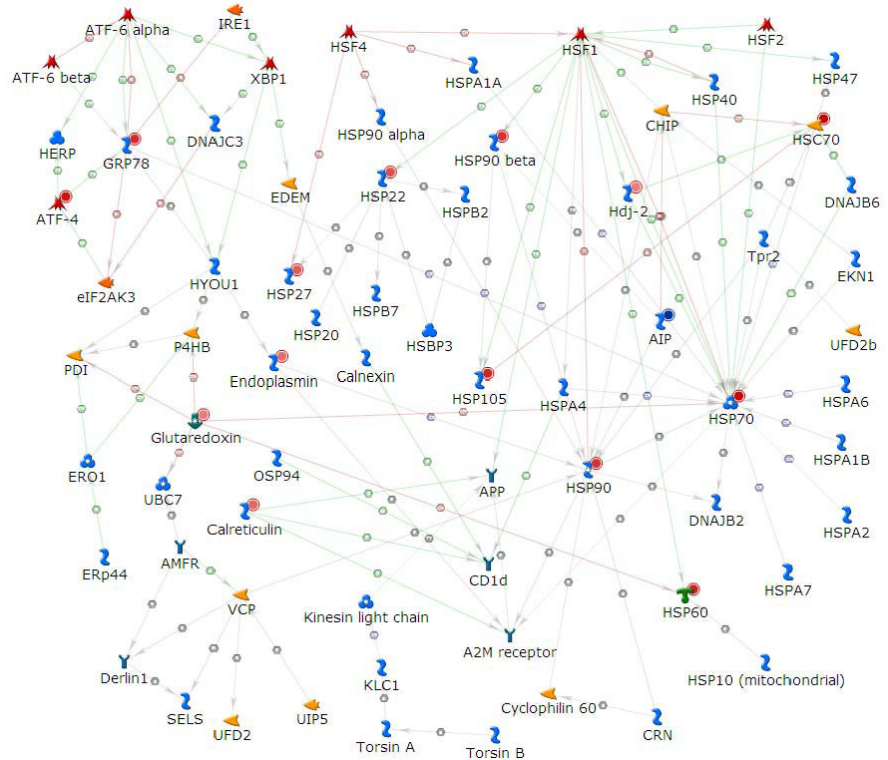
**The unfolded-protein response in fasting**. The network was generated and linked with available experimental data in the MetaCore™ suite. Nodes with red or blue circles in top right corner of the network objects, represent up- or down-regulation, respectively, with the shade indicating the intensity of the change. Detailed legend for MC networks is provided in Additional file 3.

**Figure 11:**
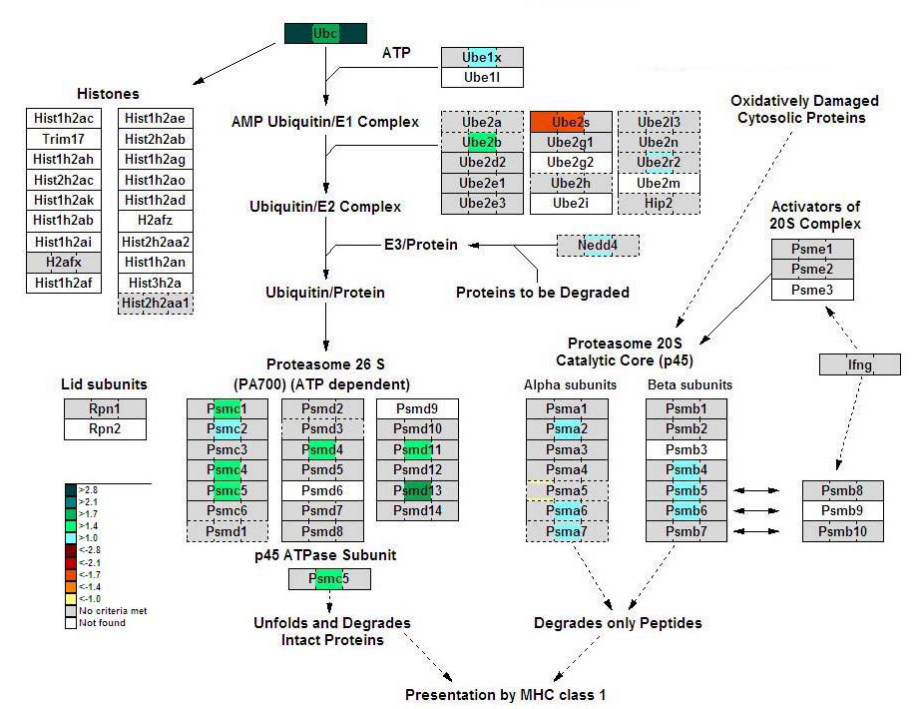
**Proteasome degradation in fasting**. The colour code of the GenMAPP view is the same as in Figure 5.

**Table 3:** Genes involved in the protein-folding response and oxidative stress that are regulated by fasting

**gene name**	**gene symbol**	**12 h**	**24 h**	**72 h**
**AH receptor-interacting protein**	*Aip*	-1.78	-1.63	
**Cyclic AMP-dependent transcription factor ATF-4**	*Atf4*			2.60
**Calreticulin precursor**	*CalR*		1.67	
**DnaJ homolog subfamily A member 1**	*Dnaja1*		1.40	
**Glutaredoxin-1**	*Glrx*		1.42	
**Heat shock protein HSP 90β**	*Hsp90ab1*	2.06	2.45	
**Endoplasmin precursor**	*Hsp90b1*		1.60	
**78 kDa glucose-regulated protein precursor**	*Hspa5*	2.31	1.86	
**Heat-shock cognate 71 kDa protein**	*Hspa8*	2.75	2.76	
**Heat-shock protein β-1**	*Hspb1*		1.76	
**Heat-shock protein β-8**	*Hspb8*		1.93	
**60 kDa heat-shock protein, mitochondrial precursor**	*Hspd1*		2.47	
**Heat-shock protein 105 kDa**	*Hsph1*		2.37	
**ubiquitin C**	*Ubc*	2.86	2.07	4.49
**ubiquitin-conjugating enzyme E2B**	*Ube2b*		1.55	
**protease (prosome, macropain) 26 S subunit, ATPase 1**	*Psmc1*		1.42	
**protease (prosome, macropain) 26 S subunit, ATPase 4**	*Psmc4*		1.50	
**protease (prosome, macropain) 26 S subunit, ATPase 5**	*Psmc5*		1.47	
**proteasome (prosome, macropain) 26 S subunit, non-ATPase, 4**	*Psmd4*		1.44	
**proteasome (prosome, macropain) 26 S subunit, non-ATPase, 11**	*Psmd11*		1.44	
**proteasome (prosome, macropain) 26 S subunit, non-ATPase, 13**	*Psmd13*		2.08	

## Discussion

The major architectural feature of fasting liver is a pronounced decline in cell size (down to ~75% of its fed diameter after 3 days of fasting) rather than a loss of cell number. In addition, the liver's metabolic zonation in upstream, periportal and downstream, pericentral regions remains intact. These findings indicate that the liver can quickly resume its homeostatic functions once feeding resumes. Our microarray data show that the adaptive response of the liver to fasting at the level of gene expression is most pronounced during the early phase, with the upregulation of ammonia detoxification persisting up to 72 hours of fasting. 

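Probes with a value on all 6 arrays of a comparison numbered 12140 at 12 hours, 12906 at 24 hours and 12161 at 72 hours. On 12.7%, 11.4% and 18.9% of them the 3 fasted arrays lay apart from the 3 fed ones, where chance gives 10%. At 12 and 24 hours this count requires the low-signal array to lie apart too. In the fit without both low-signal arrays, 538, 1895 and 166 probes passed the limma threshold, most of them at 24 hours. From its microarray data, the paper concludes that the response in gene expression is strongest in the early phase of fasting, and that the upregulation of ammonia detoxification persists to the end of the period studied.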

Since the technically similar study of Bauer et al. [22] reported enhanced expression of lipid-catabolizing and urea-cycle enzymes after 24 and 48 h of fasting, the collective data show that the response to fasting in the liver starts already at 12 hours of fasting and becomes maximal between 24 and 48 hours. The hepatic response to total food deprivation, therefore, does not proceed through the global "sugar-fat-protein" sequence that is described for the adaptation on the whole-body level [1-5].

The expression of genes involved in lipid metabolism and ketone-body synthesis, many under PPARα coordination [29,26], was strongly regulated towards fatty-acid oxidation and ketone-body formation. Interestingly, this adaptive response was seen between 12 and 48 hours ([22] and present study) of fasting only, and then faded out. In the rat, this response was recently reported to occur between 3 and 5 days of fasting [30]. Fatty-acid oxidation was accommodated by the identical time frame of the upregulation of the expression of TCA-cycle enzymes and the proteins of the electron-transport chain in response to fasting. The associated oxidative stress and mitochondrial radical formation was apparently sufficiently strong to induce the unfolded-protein (ER stress) response in liver. Thus far, to our knowledge, activation of the unfolded protein response has not been associated with fatty-acid oxidation in the fasting liver, but it is induced by a high-fat diet [31]. Similarly, mitochondria in fasting muscle protect themselves against the oxidative stress that results from fat oxidation [32] by accumulating the uncoupling proteins UCP2 and UCP3 [33,34].

The role of the liver in gluconeogenesis during fasting is well documented [35-37]. However, the expression of enzymes associated with gluconeogenesis was upregulated only during the first day of fasting and was mainly confined to the malate-aspartate shuttle and *Pepck1*. 

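Between 72 and 24 hours the mean log2 difference of the glycolysis and gluconeogenesis set was 0.029 (adjusted p = 0.654), and between 24 and 12 hours 0.050 (adjusted p = 0.574). Leaving out each array in turn moved its mean log2 fold change against fed mice from -0.0025 to 0.35 at 12 hours and from 0.13 to 0.31 at 72 hours.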

In fact, apart from *Pepck1*, the expression of none of the committed steps in gluconeogenesis was regulated. It is likely that the enhanced expression of TCA-cycle and malate-aspartate shuttle enzymes, and the enhanced expression of *Pepck1 *enhance the flux towards either glucose-6-phosphate or lactate. It is, therefore, remarkable that the expression of glucose-6-phosphatase, a periportal enzyme, and pyruvate kinase, a mainly pericentral enzyme, are not regulated, while the expression of lactate dehydrogenase is only upregulated at 12 and 24 hours. Similarly, the expression and activity of glucose-6-phosphatase in rat liver are upregulated mildly during the first 48 hours of fasting only [38]. 

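No probe was found for glucose-6-phosphatase (G6pc) or liver pyruvate kinase (Pklr). Lactate dehydrogenase A (Ldha, feature 9319) had fold changes of 1.48, 1.11 and 0.842 at 12, 24 and 72 hours against a single usable fed array, and a second probe (feature 7130) gave 1.99, 1.47 and 0.973. The log2 ratio of the second probe was 0.29 ± 0.45 (SD, n = 3) in fed mice and 0.85 ± 1.03 (SD, n = 3) at 24 hours.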

Our unpublished data show a similar response in the kidneys of fasting mice, in which *Pepck1 *is 2–3 fold upregulated at all time points, whereas glucose-6-phosphatase is not regulated. The pronounced accumulation of glycogen in pericentral hepatocytes starting after 24 hours of fasting, which was also observed in 72- and 96-hour fasted rats [39], indicates that pericentral hepatocytes, which do not express glucose-6-phosphatase [40,41], channel glucose-6-phosphate towards glycogen. Since all relevant enzymes are also expressed in periportal hepatocytes, which do not accumulate glycogen, we assume that these hepatocytes contain enough glucose-6-phosphatase to produce glucose.

The liver produces ~60% of the newly produced glucose in starvation, while the kidneys account for ~40% [13]. A recent, but controversial series of experiments suggest that, in addition to the liver [35-37] and kidney [35,42], the small intestine also has the capacity to produce glucose upon prolonged fasting [43,6]. It contributes indirectly, by providing lactate and alanine to the liver in short-term fasting [17,44], and directly by the production of glucose [6] (perhaps up to 27% of whole-body glucose production in extended fasting in the rat [18]). The concept is controversial, since other studies were unable to detect glucose formation from glutamine in the isolated small intestine of 72 hours fasted rats [45]. Furthermore, the expression of the key gluconeogenic enzyme phosphoenolpyruvate kinase (*Pepck1*) in the mouse small intestine was reported to amount to only 0.05–1% of that in the liver after 12 h hours of fasting [46], also arguing against intestinal gluconeogenesis. We, therefore, compared *Pepck *mRNA levels in these two organs by qPCR in the fed and 3-days fasting condition (Table 2). While *Pepck1 *expression in the gut at 12 hours of fasting only amounted to ~5% of that in liver, its expression increased to 18 and 53% of that in the liver after 24 and 72 hours of fasting, respectively. This finding demonstrates that the issue of intestinal gluconeogenesis during prolonged fasting deserves additional study.

The plasma concentrations of both glucose and lactate remained unchanged during the first 24 hours of fasting, declined temporarily by 35–40% at 48 hours, and returned to control values between 48 and 72 hours. The maintenance of normal concentrations of glucose and lactate during the first 24 hours of fasting is most likely the result of gluconeogenesis in the liver and kidney. Since the expression of enzymes that are shared by the glycolytic and gluconeogenic pathways, declines after 24 hours of fasting, the observed decline at 48 hours may represent a declining contribution of the liver to gluconeogenesis. As we argued earlier, the accumulation of glycogen in the pericentral hepatocytes between 24 and 72 hours of fasting indicates that gluconeogenic intermediates flow towards glucose-6-phosphate and accumulate as glycogen due to the low expression of glucose-6-phosphatase in these hepatocytes. Most likely, a similar or higher flow of gluconeogenic intermediates is present in the periportal hepatocytes, but is exported as glucose due to the high concentration of glucose-6-phosphatese in these cells. Furthermore, the putative production of glucose in the 72-hour fasted intestine can also contribute to the circulating glucose level.

The urea-cycle enzymes distinguish themselves from most other genes in the liver in that they were upregulated in expression throughout the period of fasting that was studied. Furthermore, cytosolic glutamate-oxaloacetate transaminase, which mediates the availability of aspartate to the urea-cycle enzyme argininosuccinate synthetase, was also strongly upregulated at 72 hours. Similarly, *Oat *and *Prodh*, which supply glutamate to glutamine synthetase for glutamine synthesis in pericentral hepatocytes, were strongly upregulated at all time points studied, but glutamine synthetase itself was not regulated (and even downregulated in another study [22]). 

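A second Got1 probe (feature 16802) had fold changes of 2.59, 3.23 and 3.95 at 12, 24 and 72 hours. Its log2 ratio was 0.0096 ± 0.053 (SD, n = 3) in fed mice and 1.99 ± 1.06 (SD, n = 3) at 72 hours.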

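Genes of sulphur amino-acid metabolism (8 probes) had a mean log2 fold change of 0.79 at 12 hours, 0.37 at 24 hours and 0.93 at 72 hours (adjusted p = 9.47e-04, 0.0319 and 6.49e-06 in limma's camera), and 7, 7 and 6 of the probes were above the fed level. With the quantification day as a block the means at 12 and 24 hours were -0.46 and -0.66. For glutamate-pyruvate transaminase (Gpt) and liver glutaminase (Gls2), no probe was found.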

Since few amino-acid catabolizing enzymes were upregulated (the exception being the metabolism of sulphur-containing amino acids), most amino-groups were probably carried to the liver as alanine or glutamine, although neither glutamate-pyruvate transaminase nor liver glutaminase was upregulated. The coordinate control of ammonia detoxification and the source of ammonia during prolonged fasting therefore deserve attention.

An important question is to what extent we can extrapolate the observations in a small mammal like the mouse to larger animals like humans. The ability to tolerate the absence of food does indeed decline with body size: in the mouse the maximum duration of fasting is 4 days [47], in rat 12–15 days [48], in children 4 weeks and in adult humans 8–9 weeks [49,13]. Qualitatively, however, the response to fasting is probably comparable between these mammals, as long as the time scale is adjusted to the size of the animal. Rather than questioning the comparability of small and large animals, our data question whether the implicit extrapolation of the "sugars-fats-proteins" succession of energy substrates during fasting that is based on whole-body energy expenditure [1,50] to individual organs is valid. Microarray studies in rodents that have prospected the adaptive response to fasting of the small intestine [6], liver ([22] and present study), muscle [23,24,51], and a more limited study in kidney focusing on circadian differences in gene expression [52], reveal a different scenario. Muscle and kidney respond to fasting with a progressive change over time in mRNA concentrations of enzymes involved in protein, carbohydrate and fat metabolism. The response in liver peaked at 24–48 hours of fasting in mouse, while most adaptive changes had abated by 72 hours. The intestine, finally, showed an early, but temporary peak of adaptive changes in amino-acid, carbohydrate and fat metabolism at 12 hours of fasting, while a late response, existing almost exclusively of amino-acid catabolizing and gluconeogenic enzymes, gradually developed towards 72 hours of fasting. These differences in pattern and amplitude of gene expression change in different organs can be used to look for circulating biomarkers that reflect the functions of organs during adaptive responses.

## Conclusion

Based on whole-body energy expenditure, the "sugars-fats-proteins" sequence of energy substrates during fasting was suggested. In our extensive microarray studies of the response to fasting in the gut [6] and liver (present study), we found no support for this intuitively attractive model at the individual organ level. The liver markedly differed from the biphasic response pattern in the small intestine (with peaks at 12 and 72 hours) in that its adaptive response peaked at 24–48 hours of fasting, while most adaptive changes had abated by 72 hours. Expression profiling and pathway analysis revealed that genes involved in amino-acid, lipid, carbohydrate and energy metabolism responded most significantly to fasting, with no temporal separation between them. Even though the liver lost 50% of its initial weight during 3 days of fasting, its basic morphology remained preserved, showing that the liver can quickly resume its homeostatic functions when feeding resumes.

## Methods

### Animals and tissues

Livers were harvested from the same mice that were used to study the effects of fasting on the small intestine [6]. Briefly, 6 week-old male FVB mice (Charles River, Maastricht, The Netherlands) were fasted for 0, 12, 24, or 72 hours before sacrifice (N ≥ 8 per group). The animals were kept in metabolic cages to prevent the consumption of bedding and were kept warm with an infrared lamp. Body weight was determined daily. The daily rate of body or organ mass loss was calculated as described [53]. The animals were sacrificed between 9:00 and 10:00 a.m. by cervical dislocation. The liver was isolated quickly, freed from the gall bladder, cut into pieces and either snap-frozen in liquid N_2 _and stored at -80°C, or fixed overnight at 4°C in 4% buffered formaldehyde or a mixture of methanol, acetone, and water (2:2:1 by volume). The study followed the Dutch guidelines for the use of experimental animals and was approved by the AMC Animal Experiments Committee.

### RNA isolation and quantification

Total liver RNA was extracted from frozen tissue with TRIzol reagent (Invitrogen, Breda, The Netherlands). The RNA quality was assessed using the RNA 6000 Nano LabChip^® ^Kit in an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, USA). Additional mRNA quantification for *Cps *(not present on the microarray) and the qPCR validation of the changes derived from the microarray read-outs was performed as described [54] (Supplementary Table 2, Additional file 1). The gene-specific primer sequences are shown in Supplementary Table 3 (Additional file 1). mRNA concentration was calculated using the LinReg program [55]. The significance of the qPCR data was assessed by Student's t-test.

### Microarrays

Three microarrays (Mouse Development Oligo Microarrays G4120A; 22 K; Agilent) per experimental condition and a robust reference design were used [56]. Per microarray, 20 μg mRNA, pooled from 2 livers, was reverse transcribed with Cy3-labelled dCTP (Perkin Elmer, Boston, USA), using the Agilent Fluorescent Direct Label Kit. Cy5-labeled cDNA, produced from RNA pooled from the livers of 6 fed animals, served as the common reference across all arrays. Hybridized cDNAs were detected with Agilent's dual-laser microarray-slide scanner and the data retrieved with Agilent's Feature Extraction software 6.1.1.  The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO; [66]) and are accessible through GEO Series accession number GSE10653.

### Data analysis

The data were processed and analyzed as described [6]. In brief, background-subtracted intensities were calculated using foreground and background median signals, and normalized with the quantile normalization method. An ANOVA model was applied to the common reference channel only, to remove outliers and local artefacts, and detect non-uniform hybridization [57]. Differentially expressed genes were identified with the Split-Factor ANOVA directly by comparing the green (experimental) and red (reference) signals, and indirectly, across-arrays, by comparing the Cy3 signals of starved and fed animals. A consensus between the direct and across-array ANOVA ensures that the final results do not suffer from either dye-gene effects or array-specific noise. Genes that received a concordant significance call in 2 out of 3 microarrays (P < 0.01) from both the direct and across-array split-factor ANOVA were taken into further consideration. Given the high sensitivity of Agilent arrays [58], we opted for 1.4-fold change as inclusion criterion for a gene.

To perform cluster analysis, Pearson correlation was set as distance measure and complete linkage as agglomeration method. The normalized log-ratio (Cy5/Cy3) expression values of the top 500 most differentially expressed genes between fasted and normal fed mice were used to calculate the correlation between samples. R/Bioconductor [59] was used to create the clusters.

Pathway, network and gene-set enrichment analyses were applied system-wide, using the MetaCore™ suit (GeneGo, Inc., St. Joseph, MI, USA) [60,61]. The significance of changes in expression in pathways or networks is based on the degree of overlap between the user's dataset and a set of genes corresponding to a network or pathway queried. The problem is cast as the probability that a randomly obtained overlap of a certain size between the user's set and a network/pathway follows a hypergeometric distribution. Additionally, pathway analysis and visualisation was performed using GenMAPP [62] (2.0 β-version) software (Gladstone Institutes, UCSF, San Francisco, USA). In all applications, P < 0.01 and ≥ 1.4-fold change were used as inclusion criteria.

To assess the significance of the results other than microarray data, ANOVA and Student's t-test were employed. The error bars in the figures represent the standard error of the mean (SEM).

### Histology and immunohistochemistry

Sections were stained with hematoxylin and azophloxine, or immunohistochemically as described [6,63]. Monoclonal anti-glutamine synthetase (Transduction Laboratories, Lexington, KY) and polyclonal anti-carbamoylphosphate synthetase (CPS, [64]) antibodies were used. Antibody binding was visualized with goat anti-mouse or goat anti-rabbit IgG, both coupled to alkaline phosphatase (Sigma).

Periodic acid-Schiff (PAS) staining was performed to visualize glycogen in the liver. The sections were incubated for 30 minutes in 0.5% periodic acid, followed by incubation in Schiff's reagent for 30 minutes, and counterstained in haematoxylin for 6 minutes. The identity of glycogen was verified by predigesting a serial section with 0.1% α-amylase for 45 minutes prior to staining.

### Biochemical measurements

Blood ammonia levels were determined immediately after collecting blood from the caval vein, using Ammonia Checker II (model AA-4120, Kyoto Daiichi Kagaku Co., Japan) and the corresponding Ammonia test kit II (Arkray, Inc., Japan).

For determination of free amino acids, 10 μL of plasma (blood was collected in heparin-containing tubes, and centrifuged for 5 min at 14,000 rpm at 4°C) was mixed with 0.8 mg of lyophilized sulphosalicylic acid, centrifuged, and the supernatant stored at -80°C. Amino-acid analysis was performed using a gradient reverse-phase HPLC system, with precolumn derivatization with o-phtaladehyde (Pierce) and 3-mercaptopropionic acid (Sigma), and fluorescence detection [65]. Separation was performed using an Omnisphere 3 column (Varian, Middelburg, The Netherlands).

For glucose and lactate measurements, plasma was acidified with 1 volume 2 M (12%) perchloric acid, centrifuged for 15 minutes, and neutralized with 1 M MES/2 M KOH. Plasma glucose and lactate concentrations were measured enzymatically, using the NOVOstar reader (BMG Labtech GmbH, Offenburg, Germany).

## Abbreviations

*Acaa1*: acetyl-coenzyme A acyltransferase 1; *Acad/-v,-l,-m,-sh*: acyl-coenzyme A dehydrogenase/very long, long, medium and short chain; *Acaddm*: acetyl-coenzyme A dehydrogenase, medium chain; *Aco2*: aconitase 2; *Aip*: AH receptor-interacting protein; *Aldoa*: aldolase 1A isoform; ANOVA: analysis of variance; *Asl*, *Arly*: argininosuccinate lyase; *Ass1*, *Assy*: argininosuccinate synthetase 1; *Atf4*: Cyclic AMP-dependent transcription factor ATF-4 *Atp5a1*: ATP synthase subunit α; *Atp5d*: ATP synthase δ chain; *Atp5g1*: ATP synthase lipid-binding protein; *Cac*, *Slc25a20*: carnitine/acylcarnitine fatty-acid translocase; *Calr*: calreticulin precursor; *Cat*: catalase; *Cps*: carbamoylphosphate synthetase; *Cpt2*: carnitine palmitoyltransferase 2; Cy3, Cy5: fluorescent dyes of the cyanine dye family; *Dlst*: dihydrolipoamide S-succinyltransferase; *Dnaja1*: DnaJ homolog subfamily A member 1; *Echdc3*: enoyl coenzyme A hydratase domain containing 3; *Egr1*: early growth response protein 1; *Ehhadh*: enoyl-coenzyme A, hydratase/3-hydroxyacyl-coenzyme; *Eno1*: enolase 1α; ER: endoplasmic reticulum; *Fh1*: fumarate hydratase 1; FVB: mouse strain sensitive to Friend leukaemia virus B; *Gapdh*: glyceraldehyde-3-phosphate dehydrogenase; *Glrx*: glutaredoxin-1; *Got1*: glutamate-oxaloacetate transaminase cytosolic; *Got2*: glutamate-oxaloacetate transaminase mitochondrial; *Gpi1*: glucosephosphate isomerase 1; GS, *Glns*, *Glul*: glutamine synthetase; HA: hematoxylin, azophloxin; *Hadhb*-trifunctional protein, β-subunit; *Hadhsc*: hydroxyacyl-coenzyme A dehydrogenase, short chain; *Hmgcl*: 3-hydroxy-3-methylglutaryl-coenzyme A lyase; *Hmgcs2*: 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2; *Hsp90ab1*: heat shock protein HSP 90-beta; *Hsp90b1*: endoplasmin precursor; *Hspa5*: 78 kDa glucose-regulated protein precursor; *Hspa8*: heat shock cognate 71 kDa protein; *Hspb1*: heat-shock protein beta-1; *Hspb8*: heat-shock protein beta-8; *Hspdv*: 160 kDa heat shock protein, mitochondrial precursor; *Hsph1*: heat-shock protein 105 kDa; *Idh3b*: isocitrate dehydrogenase 3β (NAD+); KOH: potassium hydroxide; *Mapk14*: mitogen-activated protein kinase 14; *Mdh1*: malate dehydrogenase 1; MES: 2-(N-Morpholino)ethanesulfonic acid; *Ndufa10*: NADH dehydrogenase [ubiquinone] 1α subcomplex subunit 10; *Ndufv*: NADH dehydrogenase [ubiquinone] flavoprotein; *Oat*: ornithine aminotransferase; *Ogdh*: oxoglutarate dehydrogenase; PAS: Periodic acid-Schiff; *Pepck*, *Pck1*: phosphoenolpyruvate carboxykinase 1; *Pgam1*: phosphoglycerate mutase 1; *Pparα*: peroxisome proliferator-activated receptor, *α *isotype; *Prodh*: proline dehydrogenase; *Psmc*: protease (prosome, macropain) 26 S subunit, ATPase; *Psmd*: proteasome (prosome, macropain) 26 S subunit, non-ATPase; qPCR: quantitative polymerase chain reaction; RNA: ribonucleic acid; *Scd1*: stearoyl-Coenzyme A desaturase 1; *Sod1*: superoxide dismutase; TCA: tricarboxylic acid cycle; *Tpi1*: triosephosphate isomerase 1; *UbC*: ubiquitin C; *Ube2b*: ubiquitin-conjugating enzyme E2B; *Ucp2*: uncoupling protein 2; *Uqcrc1*: ubiquinol-cytochrome-c reductase complex core protein 1

## Authors' contributions

MS carried out the biological part of the study and prepared the manuscript. AS contributed to the biological part of the research. DdW performed a part of biochemical measurements. DW designed and carried out a part of the bioinformatics analysis of the data, together with LGP and EVLvT. AvK supervised this part of the study. YN supported the data analysis in the MetaCore suite. TH and WL supervised the biological part of the study.

## Supplementary Material

Additional file 1 **Supplementary tables**. *Supplementary table 1 *shows amino-acid concentrations in plasma after 0, 12, 24, 48 and 72 hours of fasting. *Supplementary table 2 *shows qPCR validation of microarray data. *Supplementary table 3 *contains gene-specific primer sequences, product lengths and annealing temperatures. Click here for file

Additional file 2 **Fold changes in liver response to fasting**. The file contains lists of all the genes significantly regulated in the liver (≥ 1.4 fold) per time point of fasting. 

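The lists of Additional file 2 give features of the arrays, the paper's own selection, with the paper's fold changes. Of the features listed as upregulated, 104 of 104 tested had the listed direction at 12 hours, 330 of 355 at 24 hours and 86 of 86 at 72 hours. At least 1.4-fold was reached by 81, 198 and 83 of them. Of those listed as downregulated, 91 of 97, 140 of 144 and 33 of 33 had the listed direction, and 51, 66 and 30 reached 1.4-fold. The limma threshold was passed by 1, 1 and 2 of the upregulated features, and without both low-signal arrays by 63, 204 and 55. For the downregulated features the numbers were 0, 0 and 0, and 4, 83 and 12 without both low-signal arrays. Across the features of a list, which are not independent replicates, r between the log2 fold changes and the paper's lay between 0.75 and 0.93.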

Click here for file

Additional file 3 **MetaCore legend**. The file contains a legend for the pathways and the network created in MetaCore suite shown in the Figures 7, 8 and 10. Click here for file

# Supplementary material for: The transcriptomic signature of fasting murine liver
**Source:** BMC Genomics. 2008 Nov 6;9:528. doi: 10.1186/1471-2164-9-528
**Supplement:** Additional file 1 — Supplementary tables. Supplementary table 1 shows amino-acid concentrations in plasma after 0, 12, 24, 48 and 72 hours of fasting. Supplementary table 2 shows qPCR validation of microarray data. Supplementary table 3 contains gene-specific primer sequences, product lengths and annealing temperatures.

Supplementary Table 1: Amino-acid concentrations in fasting plasma

| **amino**  **acid** | **0h**  ***(µM)*** | **12h**  ***(µM)*** | **0 vs. 12**  ***P-value*** | **24h**  ***(µM)*** | **0 vs. 24**  ***P-value*** | **48h**  ***(µM)*** | **0 vs. 48**  ***P-value*** | **72h**  ***(µM)*** | **0 vs. 72**  ***P-value*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Asn** | 35 | 46 | 8.69E-02 | 43 | **6.75E-05** | 56 | **1.05E-02** | 60 | **1.76E-03** |
| **Ser** | 135 | 77 | **8.88E-04** | 72 | **7.19E-06** | 78 | **9.82E-03** | 166 | 3.43E-01 |
| **Gln** | 553 | 528 | 4.48E-01 | 598 | 1.14E-01 | 589 | 4.46E-01 | 656 | 7.29E-02 |
| **His** | 81 | 63 | **6.22E-03** | 74 | **2.64E-02** | 80 | 9.70E-01 | 83 | 8.16E-01 |
| **Gly** | 87 | 161 | 2.48E-01 | 58 | 1.95E-01 | 43 | **4.66E-02** | 115 | 3.59E-01 |
| **Thr** | 117 | 108 | 5.91E-01 | 114 | 6.01E-01 | 141 | 2.00E-01 | 146 | **4.58E-03** |
| **Cit** | 91 | 55 | 7.07E-02 | 61 | **4.81E-07** | 79 | 2.50E-01 | 74 | **2.38E-02** |
| **Arg** | 99 | 85 | **1.55E-02** | 83 | 5.92E-02 | 115 | 2.62E-01 | 121 | 1.39E-01 |
| **Ala** | 314 | 255 | 6.39E-02 | 232 | **5.66E-03** | 285 | 4.75E-01 | 295 | 5.33E-01 |
| **Tau** | 289 | 334 | 1.61E-01 | 445 | **3.17E-04** | 413 | **2.13E-03** | 494 | **1.45E-05** |
| **Tyr** | 76 | 68 | 6.73E-02 | 69 | **3.37E-02** | 77 | 9.15E-01 | 77 | 7.38E-01 |
| **Val** | 196 | 189 | 7.60E-01 | 232 | **2.07E-02** | 235 | 2.80E-01 | 220 | 1.39E-01 |
| **Met** | 40 | 35 | 6.26E-02 | 41 | 8.36E-01 | 41 | 9.09E-01 | 40 | 9.34E-01 |
| **Ile** | 76 | 90 | 3.93E-01 | 103 | **2.69E-03** | 105 | 6.07E-02 | 93 | 7.44E-02 |
| **Phe** | 78 | 44 | 1.19E-01 | 98 | **9.43E-04** | 101 | 2.90E-01 | 114 | **1.72E-04** |

Amino-acid concentrations in plasma after 0, 12, 24, 48 and 72 hours of fasting are expressed in µM. The significance of the change between the groups is shown by P-values, with the significant changes (P < 0.05) printed in bold.

**Supplementary Table 2: qPCR validation of changes in gene expression detected by microarrays.** Significance threshold is set to P < 0.01 (labeled by asterisks; n = 6).

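On the arrays, Apoa4 (feature 4322) changed by 7.05-, 7.49- and 12.1-fold at 12, 24 and 72 hours, with log2 ratios of 0.20 ± 0.16 (SD, n = 3) in fed mice and 3.02 ± 0.82 (SD, n = 3), 3.10 ± 1.48 (SD, n = 3) and 3.80 ± 0.43 (SD, n = 3) in fasted mice (adjusted p = 0.956, 0.840 and 0.550 in limma). It passed the threshold at 24 and 72 hours when replicate 3 of 24 hours was left out. Casp6 (feature 17898) had fold changes of 0.844, 1.12 and 1.10, Nr1h3 (feature 9042) of 0.939, 1.05 and 0.943 and Rxra (feature 21855) of 1.28, 0.896 and 0.864. The quantitative PCR values were not used here.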

| **symbol** | **gene name** | **qPCR** | | | | | | **microarray** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **12h** | ***24h*** | | **72h** | | **12h** | | **24h** | | **72h** | |  |
| ***ApoA4*** | apolipoprotein A4 | 9.2* | | 14.4* | | 21.0* | | 10.4* | | 11.1* | | 19.7* | |
| ***Casp6*** | caspase 6 | 1.3 | | 1.9 | | 0.7 | | 1.3 | | 1.4 | | 1.05 | |
| ***Gs*** | glutamine synthetase | 1.3 | | 1.6 | | 1.3 | | 1.0 | | 1.1 | | 1.1 | |
| ***Nr1h3*** | nuclear receptor subfamily 1 H3 (*Lxr*) | 1.2 | | 1.7* | | 1.3 | | 1.3 | | 1.4* | | 1.1 | |
| ***Pepck1*** | phosphoenolpyruvate carboxykinase 1 | 3.3 | | 3.2* | | 2.9* | | 2.1* | | 2.5* | | 2.7* | |
| ***Rxrα*** | retinoid x receptor α | 2.1 | | 5.1 | | 3.5 | | 1.2 | | 1.3 | | 1.1 | |

**Supplementary Table 3:** **Gene-specific primer sequences, product lengths and annealing temperatures.**

| **gene** | **primer sequence (5’→ 3’)** | **product length (bp)** | **temp(˚C)** |
| --- | --- | --- | --- |
| ***18S*** | F: TTCGGAACTGAGGCCATGAT  R: CGAACCTCCGACTTTCGTTCT | 132 | 58 |
| ***Pck1*** | F: GCCAAGCTCACGCCCATC  R: CTCACGATTGTGCCGCTAT | 329 | 56 |
| ***Cps*** | F: TGGGCCATCTCAGGAAGGAC  R: CTGCCTGTAGTGGAACAGAC | 253 | 58 |
| ***Gs*** | F: CCACCTCAGCAAGTTCCC  R: GGCTTCCGGTTATACTTG | 318 | 55 |
| ***Casp6*** | F: GTGTTCGATCCAGCCGAG  R: GGCGTCGTATGCGTAAAC | 309 | 55 |
| ***Rxrα*** | F: GCACGTACACCGGAACA  R: CGCTTCTAGTGACGCATA | 217 | 53 |
| ***ApoA4*** | F: GGAGGCTGTAGAACAGTTTCAGAAG  R: TCCCCAAGTTTGTCCTGGAA | 94 | 60 |
| ***Nr1h3*** | F: TCAGCATCTTCTCTGCAGACCGG  R: TCATTAGCATCCGTGGGAACA | 144 | 60 |

# Supplementary material for: The transcriptomic signature of fasting murine liver
**Source:** BMC Genomics. 2008 Nov 6;9:528. doi: 10.1186/1471-2164-9-528
**Supplement:** Additional file 3 — MetaCore legend. The file contains a legend for the pathways and the network created in MetaCore suite shown in the Figures 7, 8 and 10.

## Enzymes

Generic Enzyme

### KINASE

Generic kinase

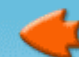

Generic protein kinase

Generic lipid kinase

### PHOSPHATASE

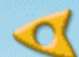

Generic phosphatase

Generic protein phosphatase

Generic lipid phosphatase

### PHOSPHOLIPASE

Generic phospholipase

### PROTEASE

Generic protease

Generic metalloprotease

### GTPase

G-alpha

RAS - superfamily

## G protein Adaptor/regulators

G beta/gamma

Generic (RGS, GDI, GAP, GAF, GRF, ARF)

Heterotrimeric G-protein

## Channels/ Transporters

Generic channel

Ligand-gated ion channel

Voltage-gated ion channel

Transporter

## Blocks

Simple reaction

Metabolic pathway

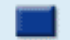

Expanded network

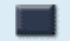

Global cell process

## Arrows

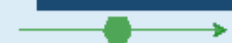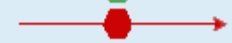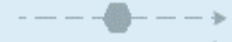

## Generic classes

Protein

Transfactor

Molecule

Anchoring phospholipid

Cell membrane glycoprotein

Inorganic ion

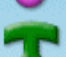

Receptor ligand

## Adaptors/ regulators

Generic binding protein

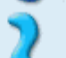

Adaptor

## Receptors

Generic

GPCR

Receptors with kinase activity

Nuclear receptor

## Localization

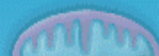

Mitochondria

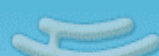

EPR

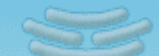

Golgi

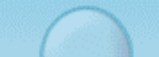

Nucleus

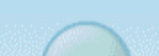

Lysosome

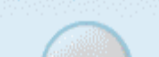

Peroxisome

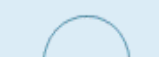

Unspecified

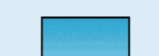

Cytoplasm

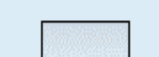

Extracellular

## Mechanisms

**A**

Allosteric regulation

**B**

Binding

**C**

Cleavage

**CM**

Covalent modifications

**Cn**

Competition

**Hy**

Hydrolysis

**+P**

Phosphorylation

**-P**

Dephosphorylation

**Pr**

Protein processing stage

**Ra**

Active center binding

**Rr**

Reg center binding

**T**

Transformation

**Tn**

Translocation

**X**

Exchange

**Z**

Catalysis

Group of similar objects

How the deposited data were processed for this re-analysis (not part of the article)

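Gene expression was measured in liver of male FVB mice that were fed or fasted for 12, 24 or 72 hours, on 12 Agilent mouse oligonucleotide arrays with 3 arrays per group. Each array carried RNA pooled from 2 livers, labelled with Cy3, and a common reference of RNA from 6 fed livers, labelled with Cy5. The dyes were not exchanged on any array, so that a dye effect of a probe is the same on all of them and cancels from the difference between groups. Arrays were assigned to groups from their deposited titles and source names. The quantitative PCR measurements of the paper were not used here.

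Per the file headers, the deposited scanner files hold the intensities that Agilent's Feature Extraction software quantified from the images, as the median pixel brightness of each spot and of its local background in each channel, without normalization. The same files hold log10 ratios of reference over sample, which the software had background-subtracted and dye-normalized within each array, per the file headers and the values. The deposited value table holds these log10 ratios with the sign turned, and the 243360 values compared differed from them by at most 4.92e-08. The authors themselves worked on background-subtracted median signals with quantile normalization, removed outliers by an ANOVA on the reference channel and tested the genes by a Split-Factor ANOVA, of which neither the program nor the output is among the deposited files.

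Of 21446 spots per array, 1075 control spots and 91 spots named as retired were left out, which left 20280 probes. Signals were background-corrected over all spots with limma's normexp method and an offset of 50, quantile-normalized over the 24 channels, and expressed as log2 of sample over reference. Spots that the scanner software had marked as outliers in either channel were set to missing, which was 24.7% of the probes on replicate 2 and 14.1% on replicate 3 of the fed group and at most 6.29% on the other arrays. A probe was tested for a group comparison when its sample channel was well above background on all arrays of at least 1 group and both groups had a value.

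The files name a gene for 9196 probes. These names were brought to current symbols through symbols (4041 probes), synonyms (3972), transcript accessions (107) and the gene numbers of Additional file 2 (444), which gave 8564 probes for 6653 symbols. A gene without a probe under any of its names is reported as having no probe, which holds for carbamoyl-phosphate synthetase 1 among others.

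Differences were tested with limma version 3.58.1 in R version 4.3.3, by lmFit and eBayes on the log2 ratios with the 4 groups as the design and 1 estimate of the spread per probe shared by them. The contrasts were each fasted group against fed, 72 against 24 hours, 24 against 12 hours, and the mean of the fasted groups against fed. A probe passed at a Benjamini-Hochberg adjusted p under 0.05 over all probes tested and a change of at least 1.4-fold, the paper's minimum. An SD is between arrays, each of which is a pool, so that it does not give the spread between mice. For genes that the paper names, the probe reported first is the feature listed in Additional file 2, or otherwise the probe with the highest sample signal in the fed arrays. These rules, the genes to be named (each gene with a stated change or absence of change, of which some are not reported here, and the 5 largest increases and decreases among called probes whose fasted arrays all lay on 1 side of the fed arrays), the gene sets, the comparisons and the alternatives were chosen before the data were examined, apart from what is said here to have been chosen later.

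Arrays were clustered by complete linkage on 1 minus Pearson's correlation, over the 500 probes with the smallest p for all fasted against fed. Gene sets were written by hand for the tricarboxylic-acid cycle, the electron-transport chain, fatty-acid oxidation, glycolysis and gluconeogenesis, the proteasome, the unfolded-protein and heat-shock response, the urea cycle, amino-acid catabolism, sulphur amino-acid metabolism, apoptosis, fatty-acid synthesis, cholesterol synthesis, glucocorticoid targets, the acute-phase response, cytosolic ribosomal proteins, lysosome and autophagy, the circadian clock, male- and female-biased liver genes, and markers of macrophages and leukocytes, endothelial and stellate cells, erythroid cells and pancreatic acinar cells. The last set had fewer than 3 probes and was not tested. Sets were tested with limma's cameraPR on moderated t-statistics with a preset correlation of 0.01, adjusted over all sets and the 3 contrasts against fed, and for the steps between time points over all sets and both steps. The size given is the mean log2 fold change of the probes, which can differ in sign from their median and from the test's direction.

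The number of arrays, their spread and their brightness limit the precision. The median sample signal over local background was 7.47, 10.1 and 10.2 on the fed arrays, 5.38, 4.65 and 8.37 at 12 hours, 6.05, 5.89 and 3.46 at 24 hours and 10.8, 10.1 and 9.52 at 72 hours. Replicate 2 of 12 hours and replicate 3 of 24 hours, the lowest of all, are called the low-signal arrays. The procedure was tested on simulated arrays that had the missing values and the spread of each probe, with known changes added at 24 hours to 50 probes at each of 4 sizes among 20116 probes. It recovered 20, 40, 44 and 50 of them at 2-, 4-, 8- and 16-fold, each in the right direction, with 10 false calls. With the spread of the arrays without both low-signal arrays it recovered 40, 49, 50 and 50, with 9 false calls. The simulated noise was independent and equal across arrays, which that of the real arrays was not, so that these counts do not give the power on the real arrays. A simulated set of 20 probes raised by 1 on the log2 scale had a mean of 1.02, and an unchanged set of 20 probes had 0.035.

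The array images were quantified on 3 days, which are confounded with fasting time. The first held replicates 2 and 3 of the fed group and all 72-hour arrays, the second replicates 1 and 3 of 12 hours and 1 and 2 of 24 hours, and the third replicate 1 of the fed group and both low-signal arrays. Across probes, the reference channel of arrays of 1 day correlated with a median r of 0.981 (19 pairs), and that of arrays of different days with 0.907 (47 pairs). Whether equal replicate numbers pair the arrays was checked on 18 pairs of arrays of different groups, whose deviations from their group means correlated across probes with a median r of -0.13 and from -0.59 to 0.59, so that no pairing was used.

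The alternatives were loess normalization within arrays, the scanner software's own log ratio, the deposited value table (which gives the same values), plain subtraction of the background, no background correction, no filter on dim probes, a filter on both channels of all arrays, the sample channel alone, a consensus of a test of sample against reference within fasted arrays and a test across arrays (approximating the authors' procedure), the replicate number as a block, the quantification day as a block, a fit of only the 2 groups compared, array weights, outlier spots kept, other thresholds, each array left out in turn, clustering of all probes and by average linkage, and, for gene sets, limma's fry, a correlation estimated from the arrays and 1 probe per gene. The fit without both low-signal arrays was added after the data had been seen. For count results of group comparisons, other splits of the same arrays were run, 10 for 3 against 3 arrays and 100 drawn at random for 3 against 9. The memberships of the MetaCore and GenMAPP pathways were not used here.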

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

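Among the tests below, the test of leukocyte markers beside the acute-phase genes and that of female-biased beside male-biased genes were chosen before the results were seen, and those of quantification day, probe brightness, hepatocyte share and low signal only after. The results of this part are gene sets outside the processes that the paper discusses which passed camera's threshold against fed mice, and gene sets whose means differed between 24 and 72 hours by a test of that difference. At 72 hours, a difference between quantification days was tested by comparing the 72-hour arrays with the 2 fed arrays of the same day, where 3 arrays lie apart from 2 in a given direction by chance in 10% of cases. Probe brightness was tested by 10000 random sets of like reference signal, where 0.010% is the smallest share they can give. Both were run on the arrays on which the sets were found. All probes of these sets were well above background on all fed arrays. At 12 and 24 hours only the low-signal arrays share a day with a fed array, so that quantification day and fasting cannot be told apart for the other arrays of these times. Limma's fry called none of these sets other than cholesterol synthesis at any time point. The differences between 24 and 72 hours were tested with camera's preset correlation alone, so that their p may be far too small.

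Glucocorticoid targets were higher at 12, 24 and 72 hours, with mean log2 fold changes of 1.05, 1.07 and 1.59 (adjusted p = 4.09e-07, 6.15e-10 and 7.66e-27), in 8, 9 and 11 of 11 probes, and 8 of 9 fasted arrays lay above all fed arrays. The set holds metallothioneins 1 and 2 and Pck1, which the paper or the calls above name, and 2 of its 10 genes are in another set too. Without those 3 genes the means of the 8 remaining probes were 0.49, 0.66 and 1.17. At 72 hours the tables argue against the quantification day (1.68 against the fed arrays of the same day, without overlap) and against brightness (0.010% of random sets). At 12 and 24 hours, with the day as a block, the means were 0.079 and 0.14 and the day stays open. The difference between 72 and 24 hours of 0.53 (adjusted p = 0.00208) fell to 0.163 without both low-signal arrays, as the low signal of replicate 3 of 24 hours predicts, so that it may come from that array. A stronger glucocorticoid signal with longer fasting stays open as a hypothesis, and hormone levels were not analysed here.

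Cholesterol-synthesis genes were lower at each time point, with means of -0.57, -0.62 and -0.49 (adjusted p = 1.34e-05, 3.12e-10 and 3.12e-10), and all 9 fasted arrays lay below all fed arrays. Of its 22 probes, 3 are in the lists of Additional file 2. The set held its threshold with fry, with the estimated correlation and under each alternative set beforehand. At 72 hours the values argue against the quantification day (-0.337 within the day, without overlap) and brightness (0.010% of random sets). A candidate explanation is lower sterol synthesis in fasted liver, and it stays a hypothesis.

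Markers of macrophages and leukocytes were lower, with means of -0.44, -0.35 and -0.30 (adjusted p = 1.15e-04, 6.92e-05 and 7.36e-04) and 9 of 9 fasted arrays below all fed arrays. Of the 15 probes, 4 are in the lists of Additional file 2, and no gene of the list is in another set. Without replicate 2 of 12 hours the mean at that time was -0.25. A larger share of hepatocyte RNA would lower the markers of other cells alike, but those of endothelial and stellate cells had a mean of -0.00141 at 72 hours (7 of 11 lower) against -0.30 (13 of 15 lower). The 2 lists differed by 0.30 (p = 0.0477 by a permutation test over probes, 100000 resamples). The tables also argue against the day (-0.242 within the day, without overlap) and brightness (0.040% of random sets) at 72 hours. Fewer or less active macrophages in fasted liver stay open as a hypothesis, since expression in the cells and their number were not separated.

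Acute-phase genes were higher at 24 hours (0.57, adjusted p = 9.47e-04) and 72 hours (0.90, adjusted p = 9.58e-10), in 8 and 8 of 8 probes, with 7 of 9 fasted arrays above all fed arrays. Of its 8 probes, 5 are in the lists of Additional file 2. More leukocytes in the 72-hour livers would raise leukocyte markers, which were lower, with a mean of -0.300. Within the quantification day the difference at 72 hours was 0.974, without overlap, and 0.010% of random sets lay as far, which argues against day and brightness. At 24 hours the mean with the day as a block was -0.26 and without replicate 1 of 24 hours it was 0.37 and no longer passed, against 0.89 without replicate 3, so that the day stays open there. An acute-phase response of hepatocytes to long fasting may explain the values at 72 hours and stays a hypothesis.

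Lysosome and autophagy genes were higher, with means of 0.21, 0.24 and 0.30 (adjusted p = 0.0350, 0.0106 and 0.00198) in 19, 24 and 22 of 33 probes and 6 of 9 fasted arrays above all fed arrays. Of its 33 probes, 12 are in the lists of Additional file 2. At 72 hours the difference was 0.391 within the day, without overlap, and 0.010% of random sets lay as far, which argues against day and brightness. Without replicate 3 of the fed group the means were 0.13, 0.17 and 0.22 and none passed. At 12 hours the mean was 0.027 without replicate 1 and 0.11 without replicate 3 of that time, and at 24 hours 0.13 without replicate 1 and 0.10 without replicate 2 of that time, none of which passed, while without the low-signal array of each time it was 0.50 and 0.50. At 72 hours it was 0.20 without replicate 2 of that time. With the day as a block the means at 12 and 24 hours were -0.56 and -0.48, so that the day stays open there. Higher autophagy in fasting may be at work and was not tested.

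Cytosolic ribosomal-protein genes were higher at 72 hours, with a mean of 0.35 (adjusted p = 3.12e-10) in 49 of 58 probes, and 4 of 9 fasted arrays lay above all fed arrays. Brightness is argued against by the random sets (0.010% as far). The quantification day stays open, since the difference within the day of 0.465 had overlapping arrays, and in the sample channel alone the mean was -0.056. Without replicate 3 of the fed group it was 0.21, and without replicates 1 and 2 of 72 hours in turn 0.55 and 0.23. Of its 58 probes, 10 are in the lists of Additional file 2. The difference between 72 and 24 hours was 0.45 (adjusted p = 4.42e-09), in 49 of 58 probes, and 0.208 without both low-signal arrays. It shrank as the low signal of replicate 3 of 24 hours predicts, so that this array may account for part of it. A biological rise with longer fasting cannot be told apart from the day for the 72-hour value.

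Male-biased liver genes were lower at 72 hours, with a mean of -0.59 (adjusted p = 8.46e-05), in 7 of 10 probes, and a median of -0.26. At 12 and 24 hours the means were -0.085 and -0.29 (adjusted p = 0.815 and 0.257), and 5 of 9 fasted arrays lay below all fed arrays. Of its 10 probes, 5 are in the lists of Additional file 2. A general drop of liver-specific transcripts would lower female-biased genes alike. These had a mean of 0.276 but a median of -0.11, with 5 of 8 lower, and the 2 lists did not differ in an exact permutation test over probes (p = 0.151), so that such a drop cannot be told apart. The tables argue against the day (-0.458 within the day, without overlap) and brightness (0.010% of random sets). A loss of male-biased expression in long fasting may also be at work and was not tested further.

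Circadian-clock genes were higher at 72 hours, with a mean of 0.23 (adjusted p = 0.0416) in 5 of 7 probes, and 4 of 9 fasted arrays lay above all fed arrays. At 12 and 24 hours the means were -0.20 and -0.061 (adjusted p = 0.539 and 0.815). Within the day the difference at 72 hours was 0.279, without overlap, and 1.87% of random sets lay as far, which argues against day and brightness. The call was lost in 12 of the 29 other settings, among them those without replicate 2 (0.22) or 3 (0.19) of the fed group, replicate 1 of 24 hours (0.23) or replicate 2 of 72 hours (0.12). None of its probes is in the lists of Additional file 2. The paper gives the same hour of killing for all mice. A clock shifted by fasting may be at work and was not tested.

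Fatty-acid oxidation genes were lower at 72 than at 24 hours, with a mean log2 difference of -0.32 (adjusted p = 0.00753) and a rise in 5 of 27 probes. The low signal of replicate 3 of 24 hours as the cause is argued against, since the difference was -0.714 without both low-signal arrays. All 72-hour arrays and just 1 of the 24-hour arrays, the low-signal one, shared a day with a fed array, so that the day and fasting time cannot be told apart. A return of fatty-acid oxidation genes toward the fed level with longer fasting stays open as well.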

How the results depend on the processing

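The fit without both low-signal arrays was chosen after seeing the data, and every other alternative beforehand. The mean log2 fold changes of gene sets kept their direction and their side of the threshold in most alternatives. The numbers of probes called at 12, 24 and 72 hours stayed within 1.5 times in 9, 14 and 11 settings, those with each array left out included, and moved further in 20, 15 and 18. With each array left out in turn, 673 of 792 gene-set values kept both, 41 lost the threshold, 33 gained it, 41 that had not passed moved by more than their spread or changed sign, and 4 reversed. Of 2585 such values of named genes, 2416 kept both and 0 reversed. The decrease of cholesterol-synthesis genes held its direction and threshold at each time point under every alternative set beforehand that gives a gene-set value.

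Against 1, 1 and 2 probes at 12, 24 and 72 hours, loess normalization within arrays gave 1, 1 and 0, and the scanner software's log ratio, as well as the deposited value table, 0, 0 and 0. No background correction gave 3, 1 and 2, as did the filter on both channels, the sample channel alone 0, 0 and 2, a fit of only the 2 groups compared 0, 0 and 65, and outlier spots kept 3, 2 and 2. The consensus of direct and across-array tests gave 97, 87 and 63, an unadjusted p under 0.01 with 1.4-fold 132, 129 and 86, array weights 1916, 2113 and 826, the quantification day as a block 4461, 2262 and 4, and the fit without both low-signal arrays 538, 1895 and 166. For 72 against 24 hours, where 0 probes passed in limma (686 at an unadjusted p under 0.05), the day block gave 1862, array weights 856, the unadjusted threshold 101 and the fit without both low-signal arrays 266. For 24 against 12 hours, also 0 (190 at an unadjusted p under 0.05), array weights gave 181 and the unadjusted threshold 9. For all fasted against fed arrays, with 2 probes, the scanner software's log ratio gave 1, the unadjusted threshold 88, the day block 1785, array weights 1495 and the fit without both low-signal arrays 1290. Plain background subtraction, no filter on dim probes and the adjusted threshold without a fold minimum left all of these numbers within 1.5 times. A looser threshold counts more by its construction, and for the other settings the cause was not tested.

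Of the calls shared in direction by 12 and 24, 12 and 72, and 24 and 72 hours, 1 each, which were Mt1, loess gave 1, 0 and 0, and 0, 0 and 0 were left with the scanner software's log ratio, with the sample channel alone and with only 2 groups in the fit. There were 1, 2 and 1 without background correction and with the filter on both channels, 2, 2 and 1 with outlier spots kept, 30, 11 and 16 by the consensus, 59, 21 and 25 at the unadjusted threshold, 2150, 2 and 2 with the day block, 1214, 470 and 448 with array weights and 454, 76 and 109 without both low-signal arrays. In the clustering, the 0 fasted arrays in the smallest branch with all fed arrays became 9 with all probes, 9 by average linkage and 7 (of the 7 left) without both low-signal arrays. The 4 other arrays in the branch of the 72-hour arrays became 9 with all probes and 0 with the scanner software's log ratio and with the sample channel alone. The cause was not tested.

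With the replicate number as a block, the numbers of called probes were 2, 0 and 2 and those of shared calls 0, 2 and 0. Equal numbers do not pair the arrays here, and 64 of 66 gene-set values and 208 of 216 values of named genes kept direction and threshold.

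Among the normalization and background alternatives, 58 of 66 gene-set values and 198 of 216 values of named genes stayed as they were with loess, 62 of 66 gene-set values and 203 of 216 values of named genes with the scanner software's log ratio, 58 of 66 gene-set values and 214 of 216 values of named genes with plain subtraction, 64 of 66 gene-set values and 213 of 216 values of named genes without background correction, 63 of 66 gene-set values and 207 of 216 values of named genes with outlier spots kept, 62 of 66 gene-set values and 216 of 216 values of named genes with the filter on both channels, and all 66 and 216 without a filter. With loess the mean log2 fold change of the proteasome at 12 hours was 0.030 and that of fatty-acid oxidation at 72 hours 0.045, while glycolysis and gluconeogenesis at 72 hours, at 0.26, no longer passed. Fatty-acid oxidation at 72 hours was 0.040 with the scanner software's log ratio and 0.045 with outlier spots kept. Plain subtraction gave -0.0084 for the tricarboxylic-acid cycle at 12 hours and brought that set (0.063) and glycolysis and gluconeogenesis (0.14) past the threshold at 24 hours. For these changes the cause was not tested.

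The sample channel alone, compared across arrays without the reference, kept 43 of 66 gene-set values and 163 of 216 values of named genes. Direction reversed for cytosolic ribosomal proteins at 12 hours (-0.25) and 72 hours (-0.056), the electron-transport chain at 24 hours (0.22) and 72 hours (-0.30), the proteasome at 24 hours (0.21) and the unfolded-protein and heat-shock response at 72 hours (-0.084). The proteasome at 72 hours went to -0.13. Past the threshold came the electron-transport chain at 12 hours (-0.28), the tricarboxylic-acid cycle (0.30) and glycolysis and gluconeogenesis (0.31) at 24 hours and fatty-acid oxidation at 72 hours (-0.32). The urea cycle dropped under it at 12 hours (0.57) and 72 hours (0.66). This measure leaves differences between array hybridizations in the values by its construction, and whether these caused the changes was not tested.

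With the quantification day as a block, 24 of 66 gene-set values and 105 of 213 values of named genes stayed as they were. At 12 hours the means were -0.73 for the tricarboxylic-acid cycle, -0.58 for amino-acid catabolism, -0.84 for cytosolic ribosomal proteins, -1.14 for the electron-transport chain, -0.74 for fatty-acid oxidation, -0.37 for glycolysis and gluconeogenesis, -0.56 for lysosome and autophagy, -1.01 for the proteasome, -0.46 for sulphur amino-acid metabolism, -0.86 for the unfolded-protein and heat-shock response and -0.53 for the urea cycle. At 24 hours they were -0.63 for the tricarboxylic-acid cycle, -0.26 for the acute-phase response, -0.40 for amino-acid catabolism, -1.01 for the electron-transport chain, -0.76 for fatty-acid oxidation, -0.28 for glycolysis and gluconeogenesis, -0.48 for lysosome and autophagy, -0.96 for the proteasome, -0.66 for sulphur amino-acid metabolism, -0.69 for the unfolded-protein and heat-shock response and -0.42 for the urea cycle. At 72 hours they were 0.27 for the tricarboxylic-acid cycle, 0.12 for the electron-transport chain, 0.11 for fatty-acid oxidation and 0.23 for the proteasome. Named genes that reversed were Acadm (-1.31), Aldoa (-1.23), Acads (-1.05), Glrx (-1.13) and Ube2b (-0.95) at 12 hours and Ndufv2 (-1.60), Acads (-1.03), Dnaja1 (-1.30), Ube2b (-1.07) and Nr1h3 (-1.50) at 24 hours. By its construction this block compares 12 and 24 hours with the fed group only through the low-signal arrays and replicate 1 of the fed group, so that day and fasting time cannot be told apart for the other arrays. At 72 hours 2 fed arrays shared the day.

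Array weights were 0.0368 for replicate 2 of 12 hours and 0.0986 for replicate 3 of 24 hours, and 7.15 for replicate 2 of the fed group. With them the electron-transport chain (0.25) and the proteasome (0.29) reversed at 12 hours, as did the proteasome at 24 hours (0.14), and the electron-transport chain was 0.14 there. Past the threshold came 0.35 for the tricarboxylic-acid cycle, 0.36 for glycolysis and gluconeogenesis and 0.53 for the unfolded-protein and heat-shock response at 12 hours, 0.39 for the tricarboxylic-acid cycle and 0.36 for glycolysis and gluconeogenesis at 24 hours, and 0.26 for the tricarboxylic-acid cycle, 0.095 for the electron-transport chain and 0.20 for the proteasome at 72 hours, where fatty-acid oxidation was 0.069. Among named genes, Ndufv2 (0.69), Mapk14 (0.65) and Nr1h3 (0.62) reversed at 12 hours. The weights are estimated from the same arrays. Without both low-signal arrays, the alternative chosen after seeing the data, the electron-transport chain reversed at 12 hours (0.28) and 24 hours (0.17), and so did the proteasome (0.23 and 0.18). Then 0.33 for the tricarboxylic-acid cycle, 0.35 for glycolysis and gluconeogenesis and 0.61 for the unfolded-protein and heat-shock response came past the threshold at 12 hours, 0.42 for the tricarboxylic-acid cycle and 0.35 for glycolysis and gluconeogenesis at 24 hours and 0.18 for the tricarboxylic-acid cycle at 72 hours. The weights changed the share of every array, so that their effect cannot be put down to the low-signal arrays alone. Why those arrays differ is weighed under the other observations.

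With only the 2 groups compared in the fit, the means did not change, and the electron-transport chain at 24 hours (-0.11) and the tricarboxylic-acid cycle (0.17) and the proteasome (0.080) at 72 hours came past the threshold, since the spread is then that of 6 arrays. Among the other gene-set tests, camera with the correlation estimated from the arrays no longer called, among other sets, 0.38 for fatty-acid oxidation and 0.53 for the urea cycle at 12 hours, 0.32 for fatty-acid oxidation, 0.31 for the unfolded-protein and heat-shock response and 0.63 for the urea cycle at 24 hours and 0.21 for glycolysis and gluconeogenesis, 0.21 for the unfolded-protein and heat-shock response and 1.04 for the urea cycle at 72 hours. The estimated correlations, such as 0.874 for the urea cycle and 0.722 for fatty-acid oxidation, are above the preset 0.01 and widen that test. Fry, on probes with a value on every array, did not call, among other sets, 0.33 for fatty-acid oxidation and 0.36 for the urea cycle at 12 hours, 0.30 for fatty-acid oxidation, 0.45 for the unfolded-protein and heat-shock response and 0.62 for the urea cycle at 24 hours and 0.19 for glycolysis and gluconeogenesis, 0.31 for the unfolded-protein and heat-shock response and 0.61 for the urea cycle at 72 hours. With 1 probe per gene, the urea cycle at 12 hours (0.63) and 24 hours (0.59), amino-acid catabolism at 24 hours (0.22) and the unfolded-protein and heat-shock response at 72 hours (0.18) no longer passed, while male-biased liver genes at 24 hours (-0.49) did, and the tricarboxylic-acid cycle at 12 hours was -0.045. Of the gene-set values, 46 of 66 stayed as they were with the estimated correlation, 38 of 63 with fry and 58 of 66 with 1 probe per gene.

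Leaving out each array in turn, the lowest and highest numbers of called probes were 0 to 3 at 12 hours (3 without replicate 2 of 12 hours), 0 to 7 at 24 hours (7 without replicate 3 of 24 hours), 1 to 4 at 72 hours (4 without replicate 2 of 12 hours) and 1 to 6 for all fasted against fed (6 without replicate 2 of 12 hours). Calls shared by 12 and 24, 12 and 72, and 24 and 72 hours ran from 0 to 3, 0 to 2 and 0 to 4. The branch with all 72-hour arrays held 0 to 6 other arrays, and that with all fed arrays 0 fasted arrays each time. Mean log2 fold changes at 12 hours ran from -0.11 to 0.33 for the tricarboxylic-acid cycle, -0.54 to 0.28 for the electron-transport chain, 0.052 to 0.85 for fatty-acid oxidation, -0.0025 to 0.35 for glycolysis and gluconeogenesis, -0.39 to 0.23 for the proteasome, -0.18 to 0.59 for the unfolded-protein and heat-shock response, 0.23 to 1.06 for the urea cycle and -0.30 to 0.36 for cytosolic ribosomal proteins. At 24 hours the same sets but the last ran from -0.068 to 0.41, -0.27 to 0.17, 0.10 to 0.70, 0.083 to 0.35, -0.27 to 0.18, 0.080 to 0.70 and 0.36 to 1.09, and at 72 hours those other than the urea cycle from 0.069 to 0.27, -0.089 to 0.23, -0.14 to 0.22, 0.13 to 0.31, -0.034 to 0.23 and 0.066 to 0.40. The means that reversed were those of the electron-transport chain and the proteasome at 12 hours without replicate 2 of that time, of the proteasome at 24 hours without replicate 3 of that time, and of cytosolic ribosomal proteins at 12 hours without replicate 1 of that time (-0.30). Fewer arrays remain in each of these fits, and the cause beyond that was not tested.

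Of 96 increases or decreases of named genes that the paper states and that are reported here, 89 had the stated direction and 3 passed with all arrays. The numbers were 96 and 14 by the consensus, 95 and 72 with array weights, 95 and 1 in the sample channel alone, 89 and 10 at the unadjusted threshold, 32 and 3 with the day block, and 96 and 49 without both low-signal arrays. The direction by the consensus comes from a mean that includes the fasted sample-over-reference ratio without the fed ratio subtracted, so that a dye effect of a probe can set it.

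Signal over background limits what the low-signal arrays can show. Of the probes, 87.4% were well above background in the sample channel on replicate 3 of 24 hours and 93.0% on replicate 2 of 12 hours, against 95.5% or more on each other array, and no sample spot was saturated on either of the 2. The consensus of direct and across-array tests has no contrast between time points and no gene-set test, the fit of 2 groups has no contrast of all fasted against fed, and the sulphur amino-acid set has too few complete probes for fry and kept the preset correlation in the estimated one. Some named genes have no value with the day block (213 values instead of 216). All alternatives set beforehand were run.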

Differences from the paper's values

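Of 107 fold changes that the paper's text, tables or lists state and that are reported here, 84 did not differ by more than both the spread and 1.5 times, and 23 did. An alternative is named below where the value under it no longer differed by both, and under every other alternative set before the data were examined it did. The value of the consensus is the mean of the change in the sample channel and the sample-over-reference ratio of the fasted arrays. From that ratio the fed ratio is not subtracted, so that a dye effect of a probe stays in the value. For 12, 24 and 72 hours the paper's numbers of changed transcripts are 201, 504 and 119, and limma's numbers of called probes here were 1, 1 and 2 (788, 612 and 311 at an unadjusted p under 0.05). Among the 28 alternatives, the number at 72 hours came within 1.5 times only at an unadjusted p under 0.01 with 1.4-fold (86), and those at 12 and 24 hours under none. The numbers were 538, 1895 and 166 without both low-signal arrays, a fit chosen after seeing the values, of which that at 72 hours is within 1.5 times of the paper's.

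The fold changes of Ass1 were 1.51 (the paper's 3.7) at 12 hours, 1.08 (the paper's 2.5) at 24 hours and 1.76 (the paper's 4.5) at 72 hours. The first no longer differed with array weights, the second with loess normalization, the scanner software's log ratio, the deposited value table, the sample channel alone, the consensus and array weights, and the third under no alternative. For Asl they were 2.34 (the paper's 5.8) at 24 hours and 7.83 (the paper's 12) at 72 hours. The earlier value no longer differed with loess normalization, the scanner software's log ratio, the deposited value table, the sample channel alone, the consensus, the replicate block, array weights, outlier spots kept and without replicate 2 of 24 hours. The later one no longer differed with loess normalization, the scanner software's log ratio, the deposited value table, the consensus, the replicate block, the day block, array weights and without replicate 1 of the fed group. Apoa4 at 72 hours was 12.1 (the paper's 19.7) and no longer differed with loess normalization, the scanner software's log ratio, the deposited value table and without replicate 1 of 72 hours.

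Other fold changes that differed were, at 24 hours, those of Hadh 0.956 (the paper's 1.67), Mdh1 0.788 (the paper's 1.6), Ndufa10 0.794 (the paper's 1.6), Ndufa13 0.954 (the paper's 1.6), Atp5a1 0.751 (the paper's 1.58), Atp5g1 1.01 (the paper's 1.64), Uqcrc1 1.03 (the paper's 2.2), Got2 1.16 (the paper's 1.8), Eno1 1.18 (the paper's 2.1), Ldha 1.11 (the paper's 2.76), Acadvl 1.41 (the paper's 2.58), Acads 1.13 (the paper's 2.11), Sod1 0.885 (the paper's 2.2), Hsp90ab1 1.15 (the paper's 2.45), Hspa5 0.920 (the paper's 1.86), Hspb8 1.12 (the paper's 1.93) and Psmd13 1.29 (the paper's 2.08). Those of Hadh, Mdh1, Ndufa10, Ndufa13, Atp5a1, Sod1 and Hspa5 were under 1 and so opposite in direction to the paper's. A second Hsp90ab1 probe (feature 21585) had a fold change of 1.52 at 24 hours. None of the 17 differed with the consensus, whose values keep a dye effect of a probe, so that this does not show the change from fed mice to be as large as the paper's. With the sample channel alone, Acadvl and Sod1 still differed, and with array weights Hadh, Ldha, Acadvl, Sod1, Hspa5 and Hspb8 did. Without replicate 3 of 24 hours, Hadh, Mdh1, Ndufa10, Atp5g1, Got2, Eno1, Acads, Hsp90ab1, Hspa5 and Psmd13 no longer differed, and without replicate 1 of the fed group Ndufa13, Atp5g1, Got2, Eno1, Acads, Hsp90ab1, Hspb8 and Psmd13. The same held for Got2 and Hspa5 without replicate 2 of the fed group, Hsp90ab1 without replicate 2 of 24 hours, Ndufa10 and Hsp90ab1 with the replicate block and Ndufa10, Hsp90ab1 and Hspa5 with outlier spots kept. In the fit without both low-signal arrays, chosen after seeing the values, Hadh (1.18), Mdh1 (1.14), Ndufa10 (1.09), Atp5g1 (1.10), Got2 (1.34), Eno1 (1.51), Hspa5 (1.35) and Psmd13 (1.48) came within 1.5 times of the paper's.

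Of 96 increases or decreases that the paper states for genes at single time points and that are reported here, 89 had the paper's direction and 3 were called, all of Mt1. A further 69 were called under at least 1 alternative set before the data were examined, and 24 under none. With array weights 72 of the changes were called, by the consensus 14 (also Apoa4 and Got1 at each time, Asl at 24 and 72 hours, Ehhadh at 12, Oat at 24 and Scd1 at 72 hours), and at the unadjusted threshold 10 (also Apoa4 at each time, Got1 at 24 and 72 hours, Atp5d at 24 and Pck1 at 12 hours). A fit of only the 2 groups compared called 7 (Mt1, Apoa4, Asl, Got1, Pck1, Prodh and Scd1 at 72 hours), and that without replicate 3 of 24 hours 5 (also Apoa4 at 24 and 72 hours). At 72 hours the spot of Asl was usable on 1 array. Under the remaining alternatives at most 3 were called. The fit without both low-signal arrays, chosen after seeing the values, called 49.

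The paper describes the response as strongest at 24 hours, and the numbers of called probes here, 1, 1 and 2, had no such peak. They were highest at 24 hours with array weights (1916, 2113 and 826), without replicate 3 of 24 hours (3, 7 and 4) and, chosen after seeing the values, without both low-signal arrays (538, 1895 and 166). In the paper the overlap of 12 and 24 hours exceeds those with 72 hours, whereas here each pair of times shared 1 call. It was the largest by the consensus, with loess, at the unadjusted threshold, with the day block, with array weights and, chosen after seeing the values, without both low-signal arrays.

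Figure 3B sets the 72-hour arrays apart from the other fasted arrays, while here the smallest branch with all of them held 4 other arrays. It held 0 with the scanner software's log ratio and the deposited value table, with the sample channel alone, and without replicate 3 of the fed group, replicate 1 of 24 hours, or replicate 1 or 3 of 72 hours.

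Electron-transport genes are said to be stimulated, mainly at 24 hours. Here 13 of 40 probes were higher at that time, with a mean log2 fold change of -0.11. The mean was positive in the sample channel alone (0.22), with array weights (0.14), without replicate 3 of 24 hours (0.17) and, chosen after seeing the values, without both low-signal arrays (0.17). The paper has proteasome genes higher at 24 hours alone. Here 14 of 36 probes were higher at 24 hours (mean -0.088) and 28 at 72 hours (mean 0.080), although 6 of the 6 subunits of Table 3 were higher at 24 hours. Its mean at 24 hours was positive in the sample channel alone (0.21), with array weights (0.14), without replicate 3 of 24 hours (0.18), without replicate 1 of the fed group (0.052) and, chosen after seeing the values, without both low-signal arrays (0.18).

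Energy metabolism in the paper changed at 24 hours alone. Of 23 probes of the tricarboxylic-acid cycle, 13, 15 and 16 were higher at 12, 24 and 72 hours, with means of 0.037, 0.11 and 0.17, and camera called the set at no time (adjusted p = 0.563, 0.215 and 0.187). It was called at 24 hours with plain background subtraction (0.063), in the sample channel alone (0.30), with array weights (0.39), without replicate 1 of the fed group (0.20), without replicate 3 of 24 hours (0.41) and, chosen after seeing the values, without both low-signal arrays (0.42).

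Steps shared by glycolysis and gluconeogenesis are limited to the first day in the paper. All 6 such genes named there were higher at 72 hours, 1 of them past 1.4-fold. The set for both pathways had means of 0.13, 0.18 and 0.21, in 14, 16 and 14 of 22 probes, and camera called it at 72 hours alone (adjusted p = 0.648, 0.194 and 0.0221). The step from 24 to 72 hours was 0.029 (adjusted p = 0.654, higher in 12 probes). The call at 72 hours was lost with loess, fry and the estimated correlation, without replicate 3 of the fed group (0.16) and without replicate 2 of 72 hours (0.13). It was also called at 24 hours with plain background subtraction (0.14), the sample channel alone (0.31), array weights (0.36), without replicate 3 of 24 hours (0.35) and, chosen after seeing the values, without both low-signal arrays (0.35).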

Other observations

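In this part the spread of the 72-hour arrays and the other splits of the arrays for the calls of each fasting time and of all fasted arrays were chosen as tests before the results were seen, and the tests on single arrays, on the shared day and on fatty-acid synthesis, as well as the other splits, only after. Replicate 2 of 12 hours and replicate 3 of 24 hours, the low-signal arrays, lay apart from the other fasted arrays. For the features that Additional file 2 lists as higher at 72 hours, the median log2 ratio above the fed mean was -0.319 and -0.074 on them, 1.15 to 1.36 on the other arrays of 12 and 24 hours, and 1.07 to 1.83 at 72 hours. The fed arrays had 0.17, 0.12 and -0.33, so that the low-signal arrays lay within their range for these features.

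Exchanged dyes would turn these values around to about minus their size on the other arrays, and -0.319, the lower of the 2, argues against that. Fed liver RNA in place of fasted liver RNA would give the values of these features, but it is argued against by the cholesterol-synthesis genes, which were at -0.91 (13 of 20 probes lower) and -0.746 (16 of 22 lower) against the fed mean, each as low as 0.010% of 10000 random sets, the smallest share they can give. The fed arrays had 0.20, 0.023 and -0.28, the last with 0.020% of random sets, so that the argument rests on the distance from the lowest of them. A mixture of fed and fasted liver RNA was not tested. Noise of dim spots would fade in bright ones, and in the brightest 10% of probes the SD of their deviations was 1.12 and 0.859, against 0.283 and 0.313 between the other arrays of their groups.

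RNA of other cells stays open for the low-signal arrays. Averaged over the markers of erythroid cells, endothelial and stellate cells, and macrophages and leukocytes, these arrays differed from the other fasted arrays by -0.148, but erythroid markers (4 probes) were 0.22 higher on replicate 3 of 24 hours and -0.0088 on replicate 2 of 12 hours. The quantification day stays open too. They shared it with replicate 1 of the fed group, whose deviation from its group correlated with theirs at r = 0.0691 and -0.285, but this is a single array, and the deviations of the 2 low-signal arrays correlated with each other at 0.671. The quality of the RNA and of the labelling was not tested, and neither was a biological difference between the pooled mice. The reason why these arrays differ is not known.

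On replicates 1 and 2 of the fed group, gene sets of abundant transcripts were higher than on replicate 3. Partial fasting of the mice behind replicates 1 and 2 would lower their cholesterol-synthesis genes, which were higher by 0.320 than on replicate 3. Lysosome and autophagy genes were also higher there, at 0.30 and 0.24 against -0.031 on replicate 3. A fall beneath such a shift would not be seen, so that partial fasting beside another cause is not excluded. A rise with brightness on replicates 1 and 2 is argued against by a correlation of -0.0930 between the difference and the reference signal over probes (Spearman). In the brightest 10% of probes the median difference was -0.135. Other causes, a difference between the mice included, were not tested.

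Replicates 1 and 3 of 12 hours and 1 and 2 of 24 hours fell into 1 branch of the dendrogram and had been quantified on the same day. Their lowest correlation over the 500 clustered probes was 0.918. Since no fed or 72-hour array was quantified on that day, a shared day and a shared state of early fasting cannot be told apart for them.

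The median SD between the 72-hour arrays was 0.121 (0.145 in fed mice, 0.404 at 12 hours and 0.308 at 24 hours). It was not larger than that of the other groups, and the number of called probes was not lower at 72 hours (2) than at 24 hours (1), so that there was no lower number for a larger spread to explain. The fit shares the spread between all groups, and with only the 2 groups compared in it the numbers were 0 and 65.

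Whether chance can be excluded was asked by regrouping the arrays. With 10 splits of 3 against 3 arrays the share is never under 10%, so that it cannot be there. At 12, 24 and 72 hours 1 of 10 splits, the real one, gave as many called probes, while 7, 6 and 1 of 10 gave as many gene sets past the threshold. For 72 against 24 hours and for 24 against 12 hours 0 probes were found, which all 10 splits reach whatever they give, so that the splits say nothing there. Another split of the latter gave 25. For all fasted against fed arrays, 5 of 100 drawn splits gave at least 2 probes, up to 5868, so that chance cannot be excluded there either. The 3 arrays of the third quantification day against the other 9, a split that was not among those drawn, gave 4266 probes, and with the day as a block all fasted against fed arrays gave 1785. In the clustering of 500 probes chosen to differ between the 2 groups of a split, the smaller group formed a branch of its own in 15 of 100 drawn splits, so that chance cannot be excluded for the branch of fed arrays.

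Fatty-acid synthesis genes were lower at 72 hours, with a mean of -0.41 (adjusted p = 7.92e-04) in 6 of 8 probes. At 12 and 24 hours the means were -0.37 and -0.22 (adjusted p = 0.0971 and 0.288), in 7 and 5 probes, but 0.090 and -0.057 without both low-signal arrays. All 72-hour arrays and the low-signal arrays, 5 of 9 fasted arrays, lay below all fed arrays, and the other arrays of 12 and 24 hours did not. At 72 hours the values argue against the quantification day (-0.345 against the fed arrays of that day, without overlap, which chance gives in 10% of cases for 3 against 2 arrays) and against brightness (0.140% of random sets as far). A lower synthesis of fatty acids in fasting stays a hypothesis, and fry and the estimated correlation did not call the set.

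Female-biased liver genes did not pass at any time with all arrays, with means of 0.33, 0.26 and 0.28 (adjusted p = 0.0971, 0.409 and 0.561, higher in 7, 6 and 3 of 8 probes) and medians of 0.13, 0.091 and -0.11. For erythroid cells the means were -0.14, -0.0074 and -0.0081 (adjusted p = 0.563, 0.835 and 0.917, higher in 2, 3 and 3 of 4 probes) and the medians -0.0058, 0.13 and 0.11, and for endothelial and stellate cells the means were -0.047, 0.063 and -0.0014 (adjusted p = 0.815, 0.563 and 0.956, higher in 4, 6 and 4 of 11 probes). All probes of these 3 lists were well above background on all fed arrays, no gene of them is in another set, and 2, 1 and 0 probes are in the lists of Additional file 2. Acute-phase genes had a mean of 0.21 at 12 hours (adjusted p = 0.194, 6 of 8 probes higher), and cytosolic ribosomal proteins 0.0099 and -0.10 at 12 and 24 hours (adjusted p = 0.563 and 0.284, higher in 30 and 21 of 58 probes). Without both low-signal arrays, female-biased genes (0.54), acute-phase genes (0.60) and ribosomal proteins (0.36) passed at 12 hours, female-biased genes were at 0.54 and ribosomal proteins at 0.14 at 24 hours without passing, and the markers of erythroid and of endothelial and stellate cells passed at no time.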
